# Probe Sequencing Analysis of Regenerating Lizard Tails Indicates Crosstalk Among Osteoclasts, Epidermal Cells, and Fibroblasts

**DOI:** 10.3390/jdb13020015

**Published:** 2025-05-03

**Authors:** Darian J. Gamble, Samantha Lopez, Melody Yazdi, Toni Castro-Torres, Thomas P. Lozito

**Keywords:** blastema, regeneration, osteoclasts, zoledronic acid, lizard tail regrowth

## Abstract

Lizards are distinguished as the only amniotes, and closest relatives of mammals, capable of multilineage epimorphic regeneration. Tail blastemas of green anole lizards (*Anolis carolinensis*) consist of *col3a1^+^* fibroblastic connective tissue cells enclosed in *krt5^+^* wound epidermis (WE), both of which are required for regeneration. Blastema and WE formation are known to be closely associated with phagocytic cell populations, including macrophages and osteoclasts. However, it remains unclear what specific phagocytic cell types are required to stimulate regeneration. Here, we explicitly assess the roles of osteoclast activity during blastema and WE formation in regenerating lizard tails. First, probe sequencing was performed at regenerative timepoints on fibroblasts isolated based on *col3a1* expression toward establishing pathways involved in stimulating blastema formation and subsequent tail regrowth. Next, treatments with osteoclast inhibitor zoledronic acid (ZA) were used to assess the roles of osteoclast activity in lizard tail regeneration and fibroblast signaling. ZA treatment stunted lizard tail regrowth, suggesting osteoclast activity was required for blastema formation and regeneration. Transcriptomic profiling of fibroblasts isolated from ZA-treated and control lizards linked inhibition of osteoclast activity with limitations in fibroblasts to form pro-regenerative extracellular matrix and support WE formation. These results suggest that crosstalk between osteoclasts and fibroblasts regulates blastema and WE formation during lizard tail regeneration.

## 1. Introduction

Epimorphic appendage regrowth is characterized by the formation of blastemas, regenerative structures made up of proliferating cells that drive the regrowth of replacement tissues [1]. Epimorphic regeneration is widespread among anamniotes. For example, all known urodele species are capable of fully regenerating both limbs and tails [2]. In contrast, blastema-based regeneration is rarer and more limited among amniotes [3,4,5]. Furthermore, amniote blastemas tend to exhibit limited differentiation capacities and fidelities compared to those of anamniotes [6]. For example, mouse digit tip blastema differentiation is limited to regenerated bone [3]. Interestingly, lizards are distinguished as the only amniotes, and closest relatives of mammals, capable of epimorphic regeneration involving tissue types originating from all three germ layers [7]. Therefore, lizards represent informative model organisms toward bridging gaps in blastema formation and differentiation potentials among amniotes, including humans.

Structurally, tail blastemas of lizards like the green anole (*Anolis carolinensis*) consist of collagen type III (*col3a1^+^*) fibroblastic connective tissue cell (FCTC) populations enclosed in specialized keratin-5 (*krt5^+^*) wound epidermis (WE) [7]. These structures develop in a coordinated, interdependent manner. For example, disruption of either FCTC proliferation or WE formation prevents blastema development and leads to fibrosis [8]. Major milestones during *A. carolinensis* blastema development can be grouped into three phases based on specific characteristics exhibited by either FCTC or WE compartments. In original tails, the epidermis is associated with large, organized scales and homeostatic FCTCs line periosteum, perichondrium, dermis, and other connective tissues. Upon injury or amputation, damaged tail tissues trigger immune responses that peak around day 7 (D7). The first major regenerative phase is the inflammation phase, characterized by tail stump histolysis in which cathepsin-K (*ctsk^+^*) osteoclasts and other phagocytic cells enter injury sites and eliminate dead tissue and debris [7]. Wound closure also occurs in this phase, generating *krt5^+^* WE that forms under scabs [7]. The blastema phase occurs at day 14 (D14) and is designated by the formation of masses of stem-like mesenchymal cells. *A. carolinensis* blastema cells are derived from *col3a1^+^* fibroblasts, which eventually differentiate into most of the mesenchyme-derived tissue populations within regenerated tails [7]. The last phase involves terminal regeneration and occurs at day 28 (D28) with reconstitution of most of the tail tissues. *A. carolinensis* tail regrowth is characterized as imperfect due to differences in some regenerated tissue types compared to originals. For example, skin neogenesis is disorganized in regenerated tails with smaller, irregular scales that lack chromatophores. Furthermore, segmented ossified vertebrae of original tails are replaced with unsegmented cartilage tubes [9,10].

Blastema FCTCs are derived from resting interstitial fibroblasts liberated through histolysis of stump tissues 0–7 days post amputation (DPA). Histolysis is supported by phagocyte populations, particularly *ctsk*^+^ osteoclasts, which invade amputated tail stumps. Indeed, phagocytic cell populations have previously been shown to be vital to the regenerative process in lizards and other species capable of epimorphic regeneration [7,8,11,12,13]. Untargeted depletion of phagocytic cells via clodronate liposomes has been shown to abrogate histolysis and prevent blastema and normal WE formation [8]. Following phagocyte depletion, the same FCTC populations that would contribute to blastemas formed scars instead [8]. Taken together, these studies suggested that osteoclasts and other phagocytes contribute pro-regenerative and anti-fibrotic signals independent of histolytic activities.

Studies involving untargeted phagocyte depletion via clodronate liposomes are unsuitable for testing the specific roles of osteoclasts in epimorphic regeneration. Zoledronic acid (ZA) is an anti-osteoporosis medication that belongs to a class of drugs known as bisphosphonates [14]. In mammals, bisphosphonates inhibit bone loss and remodeling by encouraging osteoclast apoptosis [14]. ZA has been shown to decrease osteoclast activity, prevent bone resorption, and significantly reduce blastema size in the axolotl salamander [15]. Currently, the roles of osteoclasts in stimulating blastema and WE formation in lizards have not been studied.

To investigate the role of lizard osteoclasts in establishing a pro-regenerative niche for *col3a1^+^* blastema fibroblasts and *krt5^+^* WE cells, we employed probe sequencing technology to isolate and profile cell populations over time in the presence and absence of osteoclast activity [16]. Hybridization chain reaction fluorescence in situ hybridization (FISH) was used to label and isolate *col3a1^+^* fibroblasts and *krt5^+^* epidermal cells to perform bulk RNA-sequencing. With this technology, we show that osteoclasts promote a pro-regenerative, anti-fibrotic program in blastema fibroblasts.

## 2. Materials and Methods

### 2.1. Animal Ethics Statement

Husbandry and experimental use of green anole lizards (*Anolis carolinensis*) were conducted per guidelines of the Institutional Animal Care and Use Committee at the University of Southern California (protocol 20992).

### 2.2. Tail Amputations

Lizard tail tissue collection involved two amputations per animal. First amputations removed original tails and created wounds. Lizard tails were anesthetized with 10 s ethyl chloride sprays and amputated with sterile scalpel blades, leaving 1/3rd of original tails remaining. To collect tissues for histological analysis and cell isolations, lizards were euthanized, and second amputations were performed 5 mm distal to the original amputation planes, typically 14 or 28 days post amputation (DPA). Tail samples were collected in Hank’s balanced salt solution (HBSS) until further processing was required. Lizard euthanasia was performed in a manner consistent with the recommendations of the American Veterinary Medical Association (AVMA) Guidelines according to the protocol: (1) inject 25–50 µL of pH-neutralized 1% MS222 into the coelom. (2) After loss of righting reflex, inject 25–50 µL 50% (*v*/*v*) MS222 into the coelom. (3) Decapitation. (4) Double pithing of brains/spinal cords.

### 2.3. Lizard Vendor and Husbandry

*A. carolinensis* lizards were commercially obtained from USC’s institutionally approved vendor Carolina Biological Supply Company (Burlington, NC, USA). Lizards were housed in metal mesh cages, with 12 h light/12 h dark schedules using combined 100 W UVA/UVB bulbs. The vivarium was maintained at 24–26 °C during light hours and 18.5–21 °C during dark hours. Cages were misted with water five times per week, and lizards were fed a diet of ½ inch crickets supplemented with calcium. All lizards used in the study were 9–12 months old. Male and female anoles were used in equal numbers.

### 2.4. Tail Dissociation

After amputation, tails samples were placed on ice in HBSS solution. Scales and epidermis were peeled from tail samples, scored, and placed into collection tubes containing HBSS. Remaining tissue was minced and placed into the same collection tubes. Minced and scored tissue was transferred to dissociation solution containing 12 mL of HBSS, 18 mL of 0.25% trypsin (15050-057, Gibco, Waltham, MA, USA), and 30 mg of collagenase type 2 (LS004176, Worthington-Biochemical, Freehold, NJ, USA) and placed onto a heated shaker for 75 min at 37 °C. Reactions were quenched with 5 mL of FBS and filtered into 50 mL conical tubes using 40-micron strainers, and cells were pelleted and split into aliquots for FISH.

### 2.5. Histology

Lizard tail samples were fixed overnight in 10% neutral buffered formalin (HT501128, Sigma, St. Louis, MO, USA) and placed into decalcification solution (14–20% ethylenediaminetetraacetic acid (EDTA), pH 7.2) for 1 week. Samples were then equilibrated with a sucrose gradient prior to snap freezing in Optimal Cutting Temperature Compound (OCT) with isopentane and dry ice. Frozen samples were sectioned at a thickness of 16 µm using a Leica CM1860 cryostat.

### 2.6. Fluorescence In Situ Hybridization (FISH) on Tissue Sections

FISH was performed on lizard tail histological samples using the hybridization chain reaction (HCR) protocol for fixed frozen samples, MI-Protocol-RNAFISH-Fresh Fixed/Frozen Tissue Revision No.4. Tissues were fixed by immersing slides in ice-cold 4% paraformaldehyde (PFA) for 15 min at 4 °C, followed by an ethanol gradient at room temperature. A total of 200 µL of 10 µg/mL proteinase K solution was added to each sample, and slides were incubated in a humidified chamber for 10 min at 37 °C. After washing with PBS, 200 µL of probe hybridization buffer was added to each sample. Slides were pre-hybridized with buffer for 10 min inside a humidified chamber at 37 °C.

To prepare the probe solution, 20 µL of probe was added to 80 µL of probe hybridization buffer at 37 °C. Probes were commercially generated and supplied by Molecular Instruments, targeting *col3a1* and *krt5* mRNA. Each probe library contained forty unique 20 bp oligos hairpins targeting the mRNA of interest. Pre-hybridization solution was removed, and 100 µL of probe solution was added on top of each sample. Coverslips were placed on samples, and slides were incubated overnight (>12 h) in a 37 °C humidified chamber.

Coverslips were gently removed, and excess probes were washed by incubating slides at 37 °C in the following solutions containing saline-sodium citrate (J60839.K7, Thermo, Waltham, MA, USA) with 0.01% Tween-20 (SSC-T): (a) 75% probe wash buffer/25% 5× SSCT for 15 min, (b) 50% probe wash buffer/50% 5× SSCT for 15 min, (c) 25% probe wash buffer/75% 5× SSCT for 15 min, and (d) 100% 5× SSCT for 15 min. Slides were then immersed in 5× SSCT for 5 min at room temperature.

A total of 200 µL of amplification buffer was added on top of each sample. Slides were pre-amplified in a humidified chamber for 30 min at room temperature. Separately, 6 pmol of hairpin h1 and 6 pmol of hairpin h2 were prepared by snap cooling 2 µL of 3 µM stock per sample (heating at 95 °C for 90 s and cooling to room temperature in a dark drawer for 30 min). Hairpins were commercially available fluorophore-ligated oligos produced by Molecular Instruments (Los Angeles, CA, USA), with Alexafluor647 and Alexafluor594. Hairpin solution was prepared by adding snap-cooled h1 and h2 hairpins to 100 µL of amplification buffer at room temperature.

Pre-amplification solution was removed, and 100 µL of hairpin solution was added on top of each sample. Coverslips were placed on samples, and slides were incubated overnight (>12 h) in a dark humidified chamber at room temperature. Coverslips were gently removed, and excess hairpins were washed by incubating slides in 5× SSCT at room temperature for (a) 2 × 30 min and (b) 1 × 5 min. Samples were counterstained with DAPI (320858, Advanced Cell Diagnostics, Newark, CA, USA) for 90 s, and coverslips were mounted with Prolong Gold Antifade Media (P36930, Invitrogen, Waltham, MA, USA).

### 2.7. Fluorescence In Situ Hybridization (FISH) on Cells in Suspension

Cells were fixed for 1 h at room temperature, washed 4 times with PBST, and re-suspended in cold 70% ethanol. Cells were stored at 4 °C overnight before use. The desired number (0.5–1 × 10^6^) of fixed cells was transferred into 1.5 mL tubes, washed twice with 500 µL of PBST, re-suspended in 400 µL of probe hybridization buffer, and pre-hybridized for 30 min at 37 °C. Meanwhile, probe solutions were prepared by adding 20 µL of each probe set to 80 µL of probe hybridization buffer pre-heated to 37 °C. Probe solution was added directly to cell samples and incubated overnight (>12 h) at 37 °C. After incubation, the sample was centrifuged for 5 min to remove probe solution. After washing four times in probe wash buffer, cells were re-suspended in 500 µL of 5× saline-sodium citrate (J60839.K7, Thermo) with 0.01% Tween-20 (SSC-T) SSCT and incubated for 5 min at room temperature. Next, cells were re-suspended in 150 µL of amplification buffer and pre-amplified for 30 min at room temperature.

In separate preparations, 15 pmol of hairpin h1 and 15 pmol of hairpin h2 were snap-cooled, and hairpin solutions were prepared by adding h1 and h2 hairpins to 100 µL of amplification buffer at room temperature. Hairpin solution was added directly to each sample to achieve final hairpin concentrations of 60 nM. The sample was incubated overnight (>12 h) in the dark at room temperature.

Finally, cells were washed five times with 500 µL of 5× SSCT, counterstained with DAPI (320858, Advanced Cell Diagnostics), and filtered before flow cytometry analysis.

### 2.8. Flow Cytometry

Flow cytometry was performed using the BD FACSAria II cell sorter equipped with Diva 8.0.2 on Windows 7. Cells were sorted based on fluorescence intensity using 355 nm (UV), 488 nm (blue), and 633 nm (red) lasers. Cells were collected in 200 µL of 0.04% BSA for downstream processing.

### 2.9. RNA Isolation

RNA extraction was performed using the RNeasy DSP FFPE Kit (73604, QIAGEN, Hilden, Germany), according to the manufacturer’s instructions. Briefly, cells were incubated in lysis buffer containing 6.25% proteinase K for 15 min at 56 °C with shaking at 600 rpm. Cells were then cooled to room temperature for 3 min and reheated to 80 °C with shaking at 600 rpm for an additional 15 min. Samples were placed on ice for 3 min and centrifuged at 20,000× *g* for 15 min. Supernatant was collected and incubated with DNase and DNase booster buffer for 15 min. Ethanol was added to supernatants and passed though Qiagen min elute spin columns. Clean up steps were performed, and RNA was eluted in RNase free water.

### 2.10. RNA Quality Control

Isolated RNA samples were quality controlled by using a Nanodrop to assess concentration and High Sensitivity RNA ScreenTape^®^ on an Agilent 2100 Bioanalyzer to assess RNA integrity. Since samples were fixed and subjected to high temperatures during RNA isolation, RIN values were highly irregular and could drop below normally acceptable values. Instead of using typical RIN values to assess the quality of RNA, the percentage value of total RNA between 200 and 10,000 nucleotides (DV200 score) was used as a metric of successful library preparation when using formalin-fixed samples. Since a DV200 score of <20% has been shown to have a low likelihood of generating successful RNA libraries, only samples that had a DV200 of over 20% were used for this study.

### 2.11. Polymerase Chain Reaction

RNA was converted to cDNA using the SuperScript VILO cDNA synthesis kit (Invitrogen REF 11754050) and normalized to a concentration of 3 nM. Each PCR reaction contained 5 µL of 2×Taq PCR Premix (Bioland Scientific Paramount, CA Cat:TP01-00), 3 µL of nuclease free water, 0.5 µL of each forward and reverse primer, and 1 µL of cDNA. Reactions were run on a BioRad T100 Thermal Cycler using a 30 s 95 °C, 30 s 55 °C, 1 min 72 °C scheme for 32 cycles. Reactions were then run on 2% agarose gel containing 2 µL of gel green nucleic acid stain for 1 h at 150 V. Gels were then imaged using a Chemidoc MP Imaging system using a 590/110, UV transilluminator. Primer sequences are located in Supplementary Table S1.

### 2.12. Library Preparation

Library prep was performed at the University of California Los Angeles Technology Center for Genomics and Bioinformatics (TCGB). The RNA sample concentration and integrity was assessed via Nanodrop and Tapes Station. High-quality samples were synthesized into cDNA libraries using the Illumina^®^ Stranded Total RNA Prep, Ligation with Ribo-Zero Plus (C 20040525, Illumina, San Diego, CA, USA) according to the kit protocol. Supplemental oligo probes to ensure depletion of *A. carolinensis* rRNA were designed using SilvaDB to find specific lizard rRNA sequences. Oligo pools were generated by Integrated DNA Technologies (IDT) and used as directed in the library preparation protocol.

### 2.13. Sequencing

Bulk- RNA sequencing was performed at the UCLA TCGB core facility using the NovaSeq X Plus platform, with paired end 2 × 50 at a depth of 40–80 million reads per sample. Raw and normalized count files were uploaded to the NCBI Gene Expression Omnibus under GSE292905.

### 2.14. RNA Differential Gene Expression Analysis

Sequenced reads were aligned to the most recent annotated version of the *A. carolinensis* genome (rAnoCar3.1.pri, NCBI) using STAR version 2.7.6a. Differential gene expression results were generated using DESeq2 version 1.45.1 with default settings. The Top 30 differentially expressed and annotated genes were selected based on log2fold change > 2 and *p*-adj value < 0.05. Genes shown in heatmaps selected for genes most likely associated with mechanisms occurring during regenerative timepoints or ZA treatment.

### 2.15. Zoledronic Acid (ZA) Administration

Zoledronic acid monohydrate (SMLL02233, Sigma) was dissolved in PBS to a concentration of 2 mg/mL. Each lizard was treated with ZA (250 µL of 4 µL/mL solution) via intraperitoneal injection three times per week until collected for analysis. Samples were immediately processed for histology.

### 2.16. EdU Labeling

Lizards were treated with 5-Ethynyl-2′-deoxyuridine (EdU) (100 µg drug/g animal) via intraperitoneal injection 4 h before tail sample collection. Collected tails were immediately processed for histology, and Click-iT EdU Imaging kits (C01337, Invitrogen) were used to detect EdU^+^ cells according to the manufacturer’s instructions. Briefly, 1 mL of 3.7% formaldehyde in PBS was added to each slide and incubated for 15 min at room temperature. Formaldehyde was then removed, and slides were washed twice with 1 mL of 3% BSA in PBS. Wash solution was discarded, and 1 mL of 0.5% Triton^®^ X-100 in PBS was added to each slide. Samples were incubated for 20 min at room temperature and washed twice with 3% BSA in PBS. To detect EdU, a Click-iT reaction cocktail using AlexaFluor488 azide (Thermo, Waltham, MA, USA) was prepared. Permeabilization buffer was removed from sections, and samples were washed twice with 1 mL of 3% BSA in PBS. Wash solution was discarded, and 0.5 mL of the Click-iT reaction cocktail was added to each slide. Samples were then incubated for 30 min at room temperature, protected from light. Afterward, the reaction cocktail was removed, and each sample was washed once with 1 mL of 3% BSA in PBS.

## 3. Results

### 3.1. Lizard Tail Regeneration Involves a Proliferative Expansion of col3a1^+^ Fibroblast and Formation of a krt5^+^ WE

As previously stated, amputated lizard tails undergo a series of stages in which dead tissues are removed, blastemas are formed, and tail regeneration occurs. Previously described *col3a1^+^* fibroblast populations have been shown to expand to form a majority of the blastema, while *krt5^+^* epidermal cell populations form the WE [7]. Using HCR FISH as well as EdU staining, we labeled and tracked the proliferation of blastema fibroblasts and WE cells over time. In original (D0) tails, *col3a1^+^* fibroblasts are closely associated with the *krt5^+^* epidermal cell population directly under scales, with little proliferation observed in either population [Figure 1A–A″]. During the histolysis phase (D7), *col3a1*^+^ fibroblasts remained closely associated with *krt5*^+^ epidermal cells. EdU^+^ proliferating cells belonging to both *col3a1^+^* and *krt5*^+^ populations were observed in close proximities of amputation planes [Figure 1B,B′]. By the blastema stage (D14), a massive expansion of *col3a1^+^*/EdU^+^ fibroblasts, as well as the establishment of a robust *krt5^+^* population, was observed. The WE appears thick, with the inclusion of a proliferative zone directly between a strongly expressing *krt5^+^* epidermal cell population and *col3a1^+^* fibroblasts [Figure 1C–C″]. At full regeneration (D28), varied stages of skin neogenesis were observed, with the highest-expressing *krt5^+^* epidermal cells localizing closest to planes of amputation. Epidermal cells remained closely associated with fibroblast clusters that highly expressed *col3a1*. Overall, fibroblast and epidermal populations decreased in proliferation with reductions in the EdU signal throughout regenerated tails. However, EdU^+^ proliferating zones were observed at distal tips of regrown tails [Figure 1D–D″].

### 3.2. Zoledronic Acid Treatment Inhibits Osteoclast Activity and Prevents Normal WE Formation

To better understand how specific phagocytic cell populations contribute to lizard tail regrowth, we selectively inhibited osteoclast activity, which has previously been reported to impede blastema formation in other animal models [15]. Osteoclast activity was inhibited using zoledronic acid (ZA) administered intraperitoneally three times per week, beginning the week prior to amputation until collection on D14 or D28 [Figure 2A]. Control lizards were treated with vehicle control (PBS). The effectiveness of ZA treatment for inhibiting lizard osteoclast activity was verified via u-CT scans of lizard tail stumps collected at D7 from ZA-treated and control lizards. Vertebrae of control tails exhibited regions of de-mineralization, indicative of osteoclast-induced ablation [8,17]. Conversely, distal tail vertebrae of ZA-treated lizards did not exhibit ablation [Supplemental Figure S1].

Comparisons of tails collected from ZA-treated versus control lizards by gross anatomy at D14 indicated that osteoclast inhibition prevented blastema formation and stunted tail regrowth [Figure 2B,D]. By D28, tails of ZA-treated lizards exhibited substantial growth inhibition and uncleared distal vertebrae, indicating the interference of vertebral ablations from osteoclast inhibition. Compared to controls, the tails of ZA-treated lizards exhibited cleft outgrowths protruding from tail stumps around distal vertebral remnants and severely diminished regenerated tail lengths [Figure 2C,E]. Histological analysis of ZA-treated tails indicated distinct reductions in *col3a1^+^* FCTCs at D14 and D28 [Figure 2F–I]. At D28, *col3a1^+^* expression localized to planes of amputation, with the highest concentrations associated with uncleared vertebra [Figure 2G,I]. While *Krt5^+^* WE cells are present in both ZA and control conditions, decreases in WE thickness were detected at D14 and D28 in ZA-treated tails [Figure 2F′–I′]. By D14, the WE of control animals consisted of stratified epidermis with low-*krt5^+^*-expressing populations directly below high-expressing *krt5^+^* populations about nine cells thick [Figure 2F′]. Conversely, the WE of ZA-treated lizards exhibited thicknesses of two–three cells [Figure 2G′]. Therefore, osteoclast inhibition by ZA treatment reduced proliferation in the layer of low-expressing *krt5^+^* WE cells and reduced overall WE thickness by nearly half. Taken together, these results suggest that osteoclast activity is required to stimulate blastema development, healthy WE formation, and subsequent tail regeneration in *A. carolinensis* lizards.

### 3.3. HCR Probe-Based Cell Labeling Allows for Targeted Isolation of Specific Lizard Tail Cell Populations

To better understand how specific cell populations contribute to tail regeneration, various isolation techniques were attempted. Current methods of lizard transgenesis do not yet support fluorescence reporter gene insertion [18]. Combined with the lack of monoclonal antibodies validated for reactivity with lizard protein epitopes, these technical challenges have historically hindered isolation of specific lizard cell populations. Recently, researchers have shown that ligation of fluorescent hybridization chain reaction (HCR) probes to specific mRNA transcripts within cells allows for fluorescence-activated cell sorting (FACS) of specific cell populations [16]. Since HCR probes are specifically designed to target any mRNA transcript regardless of species, these probes represent a preferred alternative to antibody-based methods for use in non-traditional organisms. Here, we also showed that HCR probe-based isolation of lizard cells was also compatible with downstream applications such as PCR and bulk RNA-seq analysis. In validation experiments, lizard fibroblasts were sorted based on expression of collagen type I (*col1a1*) and osteopontin (*spp1*), which were chosen based on their high expression levels in both original and regenerated lizard tail tissues [7].

Original lizard tails were digested into single-cell suspensions, labeled with DAPI and cy5-HCR probes targeting either *col1a1* or *spp1*, and analyzed by flow cytometry [Figure 3A]. DAPI labeling allowed for the selection of cells and exclusion of cell debris, and cells stained with DAPI only (DAPI control) provided gating for cy5-HCR probe-treated samples [Figure 3A]. RNA was isolated from cells belonging to each of the three labeling conditions: (1) DAPI control, (2) positive cy5-HCR label, and (3) negative cy5-HCR label. Finally, RNA was analyzed by PCR using primers targeting known markers of lizard tail cell populations [7]. For example, because lizard erythrocytes are nucleated and often resistant to red blood cell lysis techniques, contamination with erythrocytes has confounded previous attempts at transcriptomic profiling of lizard tail tissues. Thus, we were eager to test the abilities of *col1a1*- and *spp1*-targeted HCR probes to exclude erythrocytes, and we included conditions utilizing primes to hemoglobin-D (*hbD*). Both *col1a1^+^* [Figure 3B] and *spp1^+^* [Figure 3C] populations expressed high levels of their specific fibroblast marker and undetectable contamination of erythrocytes. Specifically, both positively selected HCR-labeled fibroblast populations exhibited higher expression for their respective fibroblast markers compared to negative populations and unsorted DAPI controls, suggesting true enrichments of fibroblast populations. HCR-isolated fibroblast populations also exhibited lower expression of erythrocyte and immune cell markers *hbD* or *ifi30* compared to negative populations and unsorted cells. These experiments validated probe-based isolation of lizard cells as capable of isolating pure populations of cells and yielding RNA capable of downstream analysis.

### 3.4. Col3a1^+^ Lizard Fibroblast Populations Establish Pro-Regenerative Programs During Tail Regrowth

After validating the efficacies of HCR probe-based labeling for isolating specific cell populations, we used this technology to target *col3a1^+^*/*krt5^−^* fibroblasts to assess their roles in blastema formation and subsequent regeneration. 

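The time course comprised 9 libraries of sorted *col3a1*+ cells, 3 each from tails collected at D7, D14 and D28, which are called A, B and C here. The authors deposited a whole-number count per gene for each library, made after alignment to rAnoCar3.1.pri. No scaling was found in these values, and the paper's text does not name the tool that counted them. The total counted on genes was 8166652, 8859393 and 8278975 for D7 A, B and C. It was 12699682, 11589253 and 11043456 for D14, and 6964388, 9892747 and 9545992 for D28. Counts were normalized for library size by edgeR's TMM method, and 21326 genes with at least 10 counts in at least 3 of the 9 libraries were tested. Each timepoint was compared with the mean of the other two by edgeR's quasi-likelihood test. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change over 2, the thresholds of the methods. Floors and intervals given for low counts cover counting error only.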

Lizard tail *col3a1^+^*/*krt5^+^* populations collected at D7, D14, and D28 were profiled via bulk RNA-seq to identify genes and potential regulatory networks activated during lizard tail regrowth. Cells were isolated based on expression of *col3a1* [Figure 4A], and RNA was isolated from each population and analyzed by bulk RNA sequencing. Experiments were repeated three times (*n* = 3) for each timepoint. Sequencing results were grouped using principal component analysis [Figure 4B]. Replicates clustered together based on timepoint, except for a D14 sample, most likely due to batch effects, as this sample was sequenced before the other eight. 

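Principal components were computed from log2 normalized counts, with 1 added to each, over the 500 most variable genes. PC1 held 43.8% of the variance and PC2 held 23.2%. On these axes the largest distance between libraries was 9.99 within D14 and 35.3 within D7. D28 B and D28 C were 0.95 apart, whereas D28 A lay 117 from the nearer of them. The distance of D28 A was 317 over all genes that pass the filter, 50.7 with the variance-stabilizing transform and 75.2 with a pseudocount of 5, larger each time than any distance within D7 or D14. Across genes, which are not independent replicates, counts of D28 A had a median Spearman correlation of 0.75 with the other D28 libraries, and the D7 and D14 libraries had values from 0.91 to 0.97 within their groups. Neither the sample records nor the paper's text say which library was sequenced first, so that sequencing date could not be a term of the fit.

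**Figure D1:**
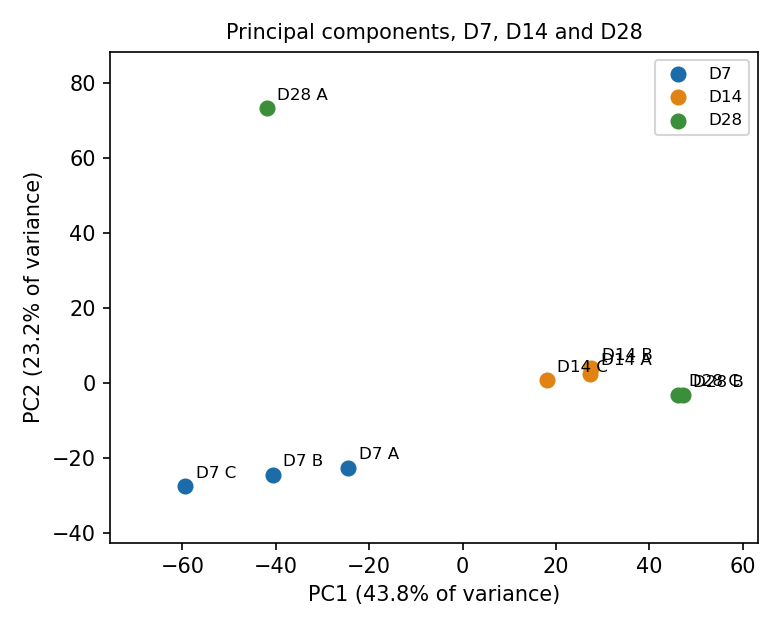
First 2 principal components of log2 normalized counts of the 9 time course libraries, with axes in log2 units. Points are libraries, and D28 A lies 117 from the nearer of the other D28 libraries.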

Each timepoint was analyzed using DESeq2 version 1.45.1, and the top 30 annotated genes were investigated deeper to understand their putative role in their respective regenerative phases. A heatmap of relative Z-scores was generated for each selected gene in each regenerative phase and presented across all timepoints [Figure 4C]. 

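With these thresholds, 192 genes were called higher and 540 lower at D7, 99 higher and 34 lower at D14, and 212 higher and 85 lower at D28. As a ratio, limma's voom with library weights, chosen after the data were seen, moved a count of the time course most, to 1055 genes higher at D14, and in number of genes the adjusted p alone did, to 1199 higher at D7. Leaving out D28 A gave 402 genes higher and 1028 lower at D7, 443 higher and 83 lower at D14, and 539 higher and 284 lower at D28. Some other omissions raised a count, for instance to 250 genes higher at D7 without D28 C. Others lowered the counts, to 74 higher and 81 lower at D7 without D7 C. Without D14 A 31 were higher and 10 lower at D14, and without D14 C 82 were higher and 34 lower at D28. Genes with the largest changes among annotated genes whose libraries did not overlap between groups were *gprin1*, *amigo2* and *kcnk17* at D7, with log2 fold changes of 5.43, 5.37 and 5.05 (adjusted p = 0.00724, 0.0172 and 0.00852 from edgeR). *bcas1*, *cacna1s* and *tspan2* were at 0 in every D7 library and at least 83.6-fold, 33.3-fold and 19.9-fold lower there, against a floor of 3 counts. At D14 *marchf4*, *rgl3* and *rgs6* rose most, with log2 fold changes of 6.81, 4.13 and 3.36 (adjusted p = 0.0392, 0.0212 and 0.00576 from edgeR), and *col8a1*, *tnxb* and *osr1* fell most, with -3.18, -3.00 and -2.75 (adjusted p = 0.0142, 0.00125 and 0.0235). At D28 *nup210*, *mpz* and *hspb1* rose most, with 5.58, 5.47 and 5.36 (adjusted p = 0.0424, 0.00657 and 0.0366 from edgeR). With 1 library left out, *mpz* was called in all 9 fits, *hspb1* in 1 of 9 and *nup210* in 0 of the 6 that tested it (adjusted p up to 0.0457, 0.134 and 0.137 from edgeR). *gprin1* and *kcnc1* were at 0 in every D28 library and at least 34.5-fold and 24.4-fold lower there, and the summed counts of *tmem223* were 69.5-fold lower (95% counting interval 12.3 to 2761). Most of these fits also did not call *rgl3* and *osr1* at D14 (called in 4 and 4 of 9) and *kcnc1* and *tmem223* at D28 (in 2 and 1 of 9), and *amigo2* at D7 and *marchf4* at D14 were called in 3 of 6. Of the genes that Fig. 4C or the text gives for D7, 8 were tested, all 8 were higher there and 5 were called. For D14 these numbers were 19, 19 and 11, and for D28 7, 7 and 4. Adjusted over the list alone, 8, 16 and 6 had an adjusted p under 0.05, which is not independent evidence because the study chose the genes on these libraries.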

As expected, D7 timepoints exhibited increases in inflammatory-associated genes, such as *il-6* and *socs3*, and in markers associated with matrix reorganization, such as *mmp9*, *adamts4*, and *sulf1*. 

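*mmp9* (chromosome 4, 256420844 to 256441468) had 3522 ± 269 normalized counts at D7 (SD, n = 3), 719 ± 128 at D14 and 75.0 ± 53.6 at D28. Its log2 fold change at D7 was 3.92 (standard error 0.37, adjusted p = 0.000645 from edgeR's quasi-likelihood test) and lay between 3.72 and 4.26 with each library left out in turn. *adamts4* had 15635 ± 5401 normalized counts at D7, 2435 ± 723 at D14 and 3815 ± 319 at D28, a log2 fold change of 2.36 (standard error 0.29, adjusted p = 0.00161 from edgeR). With quantile normalization in limma it was 1.94, under the threshold. *socs3* (chromosome 2, 146988231 to 146991080) had 17147 ± 5244 normalized counts at D7, 4244 ± 1246 at D14 and 4018 ± 1749 at D28. The log2 fold change of 2.05 (standard error 0.33, adjusted p = 0.00497 from edgeR) was close to the threshold of 2 and lay between 1.82, without D7 C, and 2.27 with each library left out in turn. *sulf1* was higher at D7 by 1.82 (standard error 0.40, adjusted p = 0.0158 from edgeR), under that threshold, with 3076 ± 915 normalized counts at D7, 2489 ± 615 at D14 and 303 ± 185 at D28. *il6* had 5, 0 and 0 counts in D7 A, B and C and at most 14 in any time course library, so that a difference was not detectable at this depth. The receptor gene *il6r*, given in Fig. 4C, was higher at D7 by 1.35 (standard error 0.29, adjusted p = 0.0147 from edgeR).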

D14 timepoints exhibited increases in epidermal growth factor receptor (*egfr*), which plays a critical role in stimulating proliferation [19] and could be responsible for the expansion of blastema fibroblasts and WE cells. 

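*egfr* (chromosome 6, 52899379 to 53048459) had 663 ± 54.8 normalized counts at D7, 1065 ± 144 at D14 and 1524 ± 256 at D28 (SD, n = 3 each). Against the mean of the other two timepoints, the log2 fold change at D14 was 0.08 (standard error 0.23, adjusted p = 0.936 from edgeR's quasi-likelihood test), between -0.02 and 0.17 with each library left out in turn. *ereg*, which encodes a ligand of this receptor and is given in Fig. 4C, had 4.66 ± 4.21 normalized counts at D7, 83.2 ± 45.1 at D14 and 60.1 ± 52.6 at D28. It was higher at D14 by a log2 fold change of 2.28 (standard error 1.02, adjusted p = 0.352 from edgeR).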

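*foxn1*, which lies on sequence not placed on a chromosome, had 770.4 ± 112 normalized counts at D14, 21.8 ± 14.8 at D7 and 509 ± 491 at D28 (SD, n = 3 each). The log2 fold change at D14 was 2.86 (standard error 0.92, adjusted p = 0.171 from edgeR's quasi-likelihood test). At D28 its counts were 0, 892 and 524 in libraries A, B and C. Without D28 A the log2 fold change was 2.57 (adjusted p = 0.00137 from edgeR), and against D7 alone it was 5.13 (adjusted p = 0.0477 from edgeR). Over the alternatives its adjusted p ranged from 0.00137 to 0.906. Of 23 epidermal genes listed beforehand, 17 were tested and all 17 were higher at D14, with a median log2 fold change of 1.46 (adjusted p = 7.28e-17 from camera and 0.0221 from fry). Over all genes tested 6 of them had an adjusted p under 0.05, and adjusted over the list alone 15 did. At D28 16 of them were higher than the mean of the other timepoints as well. The paper names 2 genes of this list.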

D14 samples were also enriched for *foxn1,* a gene associated with skin, nail, and hair development, as well as ECM establishment [20], and could be indicative of WE formation and the beginnings of neogenesis that occurs at proximal portions of the blastema. 

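Genes whose symbol begins with LOC were taken as the unannotated genes of the paper. The annotation still gives many of them a kind of gene, such as small nuclear RNA. Their share is thus not a share of genes without any annotation. They were 8066 of the 21326 genes tested (37.8%). Among genes called higher they were 77 of 99 (77.8%) at D14, 69 of 192 (35.9%) at D7 and 93 of 212 (43.9%) at D28. The odds ratio against the other genes tested was 5.80 at D14 (adjusted p = 1.93e-15), 0.92 at D7 (adjusted p = 0.602) and 1.29 at D28 (adjusted p = 0.113), from 2-sided Fisher's exact tests adjusted over the 3 timepoints. At D28 the share passed the test without D28 A (47.3%) and with a mean count of at least 50 (40.5%). At D7 it passed as a lower share with the adjusted p alone (24.6%, odds ratio 0.52, adjusted p = 4.97e-23 from Fisher's exact test). Of the 99 genes called higher at D14, the annotation gives 52 as protein coding, 24 as long noncoding RNAs and 21 as small nuclear RNAs, of 51 small nuclear RNA genes tested. LOC134297194, a small nuclear RNA gene of Fig. 4C (chromosome 2, 197498867 to 197499030), had 616 ± 274 normalized counts at D14, 35.7 ± 3.67 at D7 and 11.4 ± 10.6 at D28 (SD, n = 3 each). Its rise at D14 was 4.92 on the log2 scale (standard error 0.59, adjusted p = 0.00210 from edgeR's quasi-likelihood test). The other small nuclear RNA genes of that panel had nearly the same counts within each D14 library and differed at D7, so that whether reads were assigned to single copies is uncertain.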

D14 was the only timepoint group to be consistently enriched for unannotated genes, and we are in the process of validating and identifying potential orthologues in other animal species. D28 timepoints exhibited distinctive increases in the expression of collagens and matrix building-associated genes, such as *col2a1*, *col9a2*, and *sox10*. These genes are reported to be involved in establishing the ECM required to form cartilage [21,22,23], the primary skeletal tissue found in regenerating lizard tails. 

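*col2a1* (chromosome 2, 206480399 to 206581625) had 43384 ± 9539 normalized counts at D28, 1609 ± 1921 at D7 and 1261 ± 484 at D14 (SD, n = 3 each). The log2 fold change at D28 was 4.93 (standard error 0.67, adjusted p = 0.00435 from edgeR's quasi-likelihood test). *col9a2* had 4211 ± 615 normalized counts at D28, 267 ± 207 at D7 and 536 ± 132 at D14, a log2 fold change of 3.48 (standard error 0.49, adjusted p = 0.00488 from edgeR). For both genes every D28 library lay above every other library, and both were called with each library left out in turn. *sox10* (chromosome 5, 173304604 to 173333267) had 53.1, 77.9 and 314 normalized counts in D28 A, B and C, 114 ± 8.69 at D14 and 9.27 ± 4.06 at D7 (SD, n = 3). Its log2 fold change at D28 was 2.18 (standard error 0.55, adjusted p = 0.0571 from edgeR). Without D28 C it was 1.00 (adjusted p = 0.338 from edgeR), and without D28 A it was 2.58 (adjusted p = 0.00547 from edgeR). The adjusted p of *sox10* at D28 ranged from 0.00547 to 0.898 over the alternatives. Of the other genes of Fig. 4C, *hapln1* and *matn1* were called, with log2 fold changes of 3.30 and 2.24, while *col11a1* and *smoc2* reached 1.78 and 0.79. Without D28 C *matn1* was at 1.85 (adjusted p = 0.139 from edgeR, in a range of 0.000967 to 0.139 over the alternatives).

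**Figure D2:**
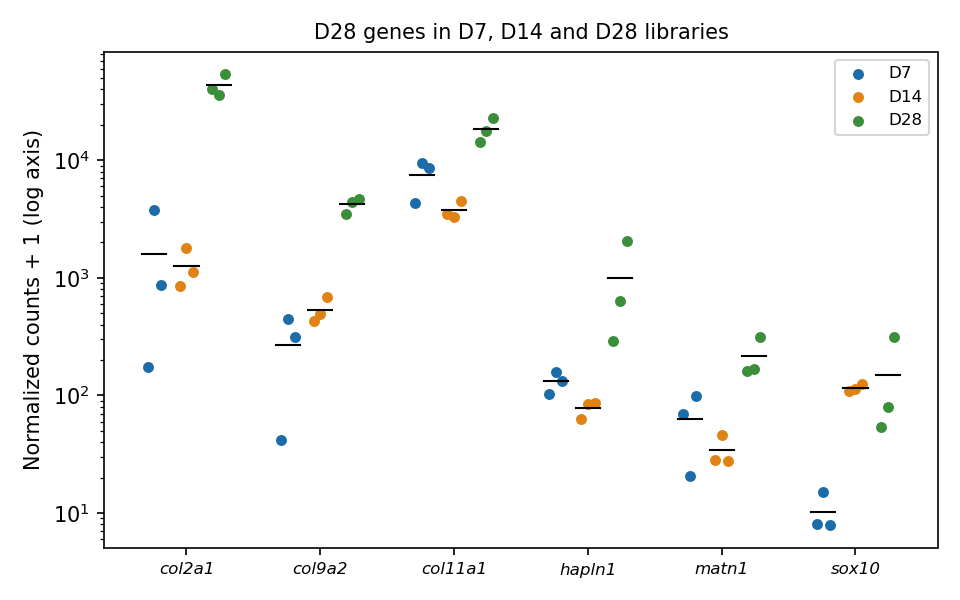
Normalized counts with 1 added, on a log axis, of 6 genes that the paper gives for D28, by timepoint. Points are libraries and lines are means of 3 libraries, and *sox10* in D28 A and D28 B lies below the 3 D14 libraries.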

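*col3a1*, the gene probed for sorting, had 59764 ± 14212 normalized counts at D7 and 17545 ± 217 at D14 (SD, n = 3 each), and 217230, 56448 and 50414 in D28 A, B and C. *krt5* is not listed by that symbol. *ifi30*, which the paper uses as a marker of immune cells, had 124 ± 30.4 normalized counts at D7, 351 ± 207 at D14 and 222 ± 146 at D28 and was not called at any timepoint. Lists of genes of other cells, written beforehand, were tested at D7, D14 and D28. Macrophage genes had adjusted p = 0.955, 0.493 and 0.592 from camera, erythrocyte genes 0.270, 0.355 and 0.613, and skeletal muscle genes 0.0675, 0.679 and 0.0659. Endothelial genes were lower at D7 (median log2 fold change -1.31, 13 of 15 lower, adjusted p = 0.0442 from camera) and higher at D14 (median 0.79, 11 of 15 higher, adjusted p = 0.0262), and neither passed with fry. From the genes raised at each timepoint, the paper concludes that RNA of sorted fibroblasts follows earlier observations of the inflammatory, blastema and regenerated phases.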

Taken together, these results indicated that RNA profiled from HCR-sorted fibroblasts yields sequencing data that corroborate previous observations involving the inflammatory, blastema, and regenerated phases of regeneration [5,7,24], thereby validating probe sequencing as a powerful research tool to analyze specific cell populations in non-traditional model organisms.

### 3.5. ZA Treatment Inhibits the Formation of Matrix-Building Pathways and Stimulates Genes Associated with Fibrotic Scarring in Fibroblasts

After validating probe sequencing methods for use in lizards and identifying upregulated pathways present during normal tail regeneration over time, we decided to investigate how fibroblasts are affected by the inhibition of osteoclast activity via ZA treatment. Lizards were treated intraperitoneally with ZA or vehicle control (PBS) the week prior to amputation and during amputated tail healing until collection at D21. 

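The treatment experiment comprised 6 libraries of sorted cells at D21, 3 after PBS and 3 after zoledronic acid (ZA), a bisphosphonate used here to inhibit osteoclasts. Counts were deposited in the same form as for the time course, with totals on genes of 11329947, 8301524 and 6310232 for PBS A, B and C and 4237978, 12444012 and 9966409 for ZA. The treatment entries of PBS A and ZA A in the sample records differ from the titles of these libraries, and the titles were followed. The 6 libraries were fitted on their own, and 18988 genes were tested with the same filter, test and thresholds. The letters were also fitted as pairs, although the paper's text does not say that libraries of one letter were paired. Values of this paired fit are given where it changes a call or a count.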

Three sample tails of each condition (*n* = 3) were collected and digested into single-cell suspensions. Cells were labeled with cy5-HCR probes for *col3a1* and *krt5,* and *col3a1^+^/krt5^−^* fibroblasts were isolated via FACS [Figure 5A]. Fibroblast RNA was extracted and sequenced. Biological replicates were clustered using PCA analysis and showed similar batch effects [Figure 5B]. 

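In the principal components of the 6 libraries, PC1 held 35.3% of the variance and PC2 held 24.7%. PBS A and ZA A had PC1 scores of -31.6 and -54.0, and the other libraries had scores from 4.68 to 36.6. On PC2 the 3 ZA libraries scored from 16.4 to 23.9, and PBS A, B and C scored -37.5, 19.8 and -39.8. With the variance-stabilizing transform PC1 held 50.6%, and PBS A and ZA A again had the lowest scores, -17.9 and -31.2. Among rarely counted genes, the median count that was not 0 was 11 in PBS A and 8 in ZA A, and 3 or 4 in the other PBS and ZA libraries.

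**Figure D3:**
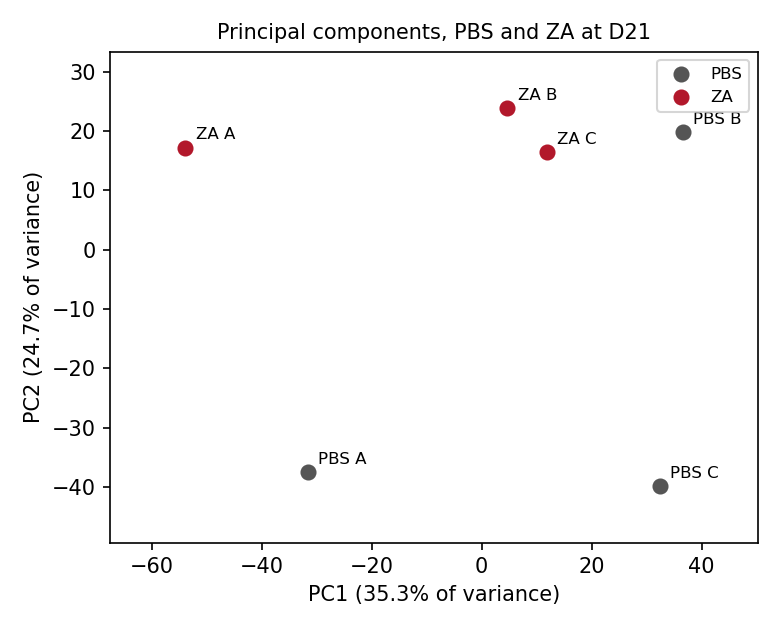
First 2 principal components of log2 normalized counts of the 6 PBS and ZA libraries, with axes in log2 units. Points are libraries, and PBS A and ZA A lie at the low end of PC1.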

Samples were grouped by the top 30 differentially expressed and annotated genes, and a heatmap was generated using Z-score values for selected genes in ZA and control groups [Figure 5C]. 

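With the thresholds of the methods, 1 gene was called higher and 7 lower with ZA, and 897 genes had an unadjusted p under 0.05. With the replicate block, which pairs libraries of the same letter, 5 genes were higher and 24 lower, and the 8 genes called without it were among them. In this paired fit 1807 genes had an unadjusted p under 0.05. DESeq2 moved the counts most, to 24 higher and 34 lower. With each library left out in turn, 6 genes were called without PBS B and 0 without any of the others, for instance without PBS C, where 628 had an unadjusted p under 0.05. The gene called higher was *syne4*, with 0, 1 and 1 counts in PBS and 32, 316 and 507 in ZA libraries. Without any 1 ZA library *syne4* was not tested, because fewer than 3 libraries then had at least 10 counts. Its summed counts were 407-fold higher with ZA (95% counting interval 112 to 3368, adjusted p = 0.0359 from edgeR's quasi-likelihood test). Largest among the falls were those of *ecmx*, *col9a3* and *acan*, with log2 fold changes of -6.20, -5.84 and -4.97 (standard errors 0.70, 0.74 and 0.68, adjusted p = 0.0359, 0.0384 and 0.0437 from edgeR). Without PBS C the adjusted p of each of the 4 genes was 0.278, and over the alternatives the adjusted p of *acan* ranged from 8.67e-14 to 0.9996. For *acan* the highest value came with the treatment entries read as written, and the next highest was 0.431 from edgeR, without ZA B.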

Select gene expression patterns identified from sequencing results were validated with PCR [Figure 5D].

Fibroblasts isolated from control tails expressed extracellular matrix markers indicative of cartilage formation, including *col9a2*, *col2a1,* and *sox10* [Figure 5C,D]. Conversely, fibroblasts isolated from ZA-treated tails expressed pro-fibrotic myofibroblast markers such as *myb* [25] [Figure 5C,D]. These results suggest that inhibition of osteoclast activity interferes with fibroblast expression of matrix-building genes and potentiates a fibrotic response.

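*col9a2* had 7425 ± 4593 normalized counts in PBS and 249.5 ± 209 in ZA libraries (SD, n = 3 each). The log2 fold change was -4.91 (standard error 0.76, adjusted p = 0.0919 from edgeR's quasi-likelihood test) and -4.97 in the paired fit (adjusted p = 0.000661 from edgeR, in a range of 1.00e-11 to 0.9996 over the alternatives). For *col9a2* the highest value came with the treatment entries read as written, and the next highest was 0.686 from edgeR, without ZA B. *col2a1* had 71445 ± 55564 normalized counts in PBS and 998 ± 1224 in ZA libraries. It was lower with ZA by a log2 fold change of -6.17 (standard error 1.15, adjusted p = 0.271 from edgeR) and -6.43 in the paired fit (adjusted p = 0.000885, in a range of 0.000168 to 0.9999). *sox10* had 198 ± 77.6 normalized counts in PBS and 64.2 ± 30.4 in ZA libraries, a log2 fold change of -1.61 (standard error 0.53, adjusted p = 0.892 from edgeR and 0.213 in the paired fit). For the 3 genes every PBS library lay above every ZA library, and chance parts the groups in either direction for 10% of genes. Of the 8 genes that the text or Fig. 5C gives as lower with ZA, all 8 were lower, 0 were called, and 5 passed in the paired fit. Adjusted over the list alone 8 passed, so that all had an unadjusted p under 0.05, which is not independent evidence because the study chose them on these libraries.

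**Figure D4:**
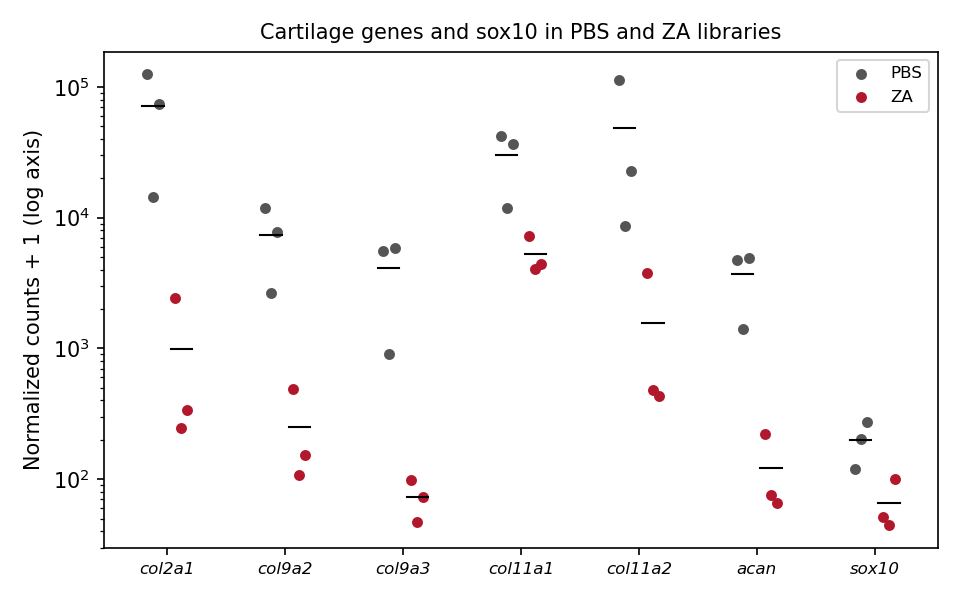
Normalized counts with 1 added, on a log axis, of 6 cartilage genes and *sox10* in PBS and ZA libraries at D21. Points are libraries and lines are means of 3 libraries, and the ZA libraries lie below the PBS libraries for each gene.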

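*myb* (chromosome 1, 85429246 to 85477790) had 0, 1 and 0 counts in PBS A, B and C and 70.8, 113 and 94.3 normalized counts in ZA A, B and C. The summed counts were 291-fold higher with ZA, with a 95% counting interval of 51.7 to 11511. The adjusted p was 0.0591 from edgeR's quasi-likelihood test and 0.0463 in the paired fit, and the gene was also called with DESeq2, limma without the trend, no filter and a mean count of at least 50. Over all alternatives its adjusted p ranged from 1.60e-05 to 0.9996. The highest value came with the treatment entries read as written, which put ZA A among the PBS libraries. The next highest was 0.282 from limma with a pseudocount of 0.5. *myb* was not called without any 1 PBS library. Without any 1 ZA library it was not tested, because fewer than 3 libraries then had at least 10 counts. *acp5*, given in Fig. 5C, was at 0 in every PBS library and at least 23.2-fold higher with ZA (adjusted p = 0.677 from edgeR), although its counts were low. The sign of its change differed only with the treatment entries read as written (log2 fold change -1.24), and it was not tested without any 1 ZA library. Of the 9 genes that the text or Fig. 5C gives as higher with ZA, 7 were tested, all 7 were higher, 1 was called, and 2 passed in the paired fit. Adjusted over the list alone 5 passed, which is not independent evidence. Of 23 genes of fibrosis and myofibroblasts listed beforehand, 20 were tested and 17 were lower with ZA (median log2 fold change -0.52, adjusted p = 3.42e-05 from camera and 0.118 from fry). Adjusted over the list alone, 0 of these genes passed, and 4 were lower at an unadjusted p under 0.05.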

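Of 24 cartilage genes listed beforehand, 21 were tested and 19 were lower with ZA, with a median log2 fold change of -3.01 (adjusted p = 2.53e-43 from camera). Over all genes tested 3 had an adjusted p under 0.05, and adjusted over the list alone 15 did. The list passed with fry (adjusted p = 0.0295) and not when the correlation between its genes was estimated (adjusted p = 0.0774). Of the 48 list tests over the 4 comparisons, 26 passed with camera's preset correlation, 15 with fry and 0 with an estimated correlation. Of the 212 genes called higher at D28, 196 were tested here and 144 were lower with ZA (median log2 fold change -0.57, adjusted p = 4.04e-15 from camera). From the markers of control and treated tails, the paper proposes that inhibition of osteoclasts interferes with matrix-building genes and strengthens a fibrotic response.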

### 3.6. Proposed Mechanism of Crosstalk Among Osteoclast, Fibroblast, and Epidermal Cell Populations Supporting Blastema and WE Formation During Lizard Tail Regeneration

We propose the following mechanism for the role of osteoclast activity in regulating lizard blastema and WE formation [Figure 6]. Osteoclasts support histolysis to resorb bone and stimulate an inflammatory response at D7 following tail amputation. By D14, osteoclast activity stimulates a robust expansion of closely associated pro-regenerative *col3a1^+^* fibroblasts and *krt5^+^* epidermal cells to form blastema and WE, respectively. Proliferation of both cell populations persists through D28, when tail tissues are fully differentiated. Conversely, when osteoclast activity is inhibited by ZA treatment, both blastema and WE fail to form. We hypothesize that osteoclast inhibition leads to dysregulated fibroblast signaling characterized by reduced proliferative capabilities and impaired expression of pro-regenerative ECM. These irregular fibroblasts do not support proper formation of *krt5^+^* WE and instead contribute to scar formation.

## 4. Discussion

As amniotes, lizards are the closest relative to mammals capable of appendage regeneration and represent informative model organisms for studying the divergent healing responses between lizards and mammals. Little information is available concerning the molecular mechanisms driving epimorphic regeneration in lizards compared to urodele amphibians. Similarly, roles that specific phagocytic cell types contribute to blastema formation and subsequent regeneration remain uninvestigated. The specific osteoclast inhibitor ZA afforded opportunities for targeted investigations into the roles of osteoclast activity in regulating lizard tail regeneration. We showed that inhibition of osteoclast activity led to impaired distal vertebral ablation and shedding and subsequent dysregulation of lizard tail regrowth. Furthermore, we validated probe sequencing as an effective technique for examining transcriptomes of specific cell populations while establishing baseline gene expression profiles for blastema fibroblast populations during regeneration.

Though previous reports have identified *col3a1^+^* fibroblasts populations as the primary contributor of blastema formation, the proliferative potentials of these cells during critical stages of the regenerative process have remained unstudied [7]. Here, we are the first to report on *col3a1^+^* cells with EdU^+^ signal, showing that these blastema fibroblasts indeed proliferate to form most new tissues in regenerating lizard tails [Figure 1]. Histological analyses also confirmed that lizard blastema fibroblasts exhibited similar lineage restrictions to those reported during salamander limb regeneration and were excluded from generating new muscle or nervous tissue [7,26].

We also investigated the proliferative potential of *krt5^+^* epidermal cells during WE formation. Proliferating epidermal cells localized to the deepest WE layers adjacent to col3a1^+^ dermal fibroblasts [Figure 1]. The topic of crosstalk between these two closely associated and proliferative populations has been previously suggested in the context of skin neogenesis and apical epidermal cap formation [27,28]. From our data, fibroblasts may play multiple roles during lizard tail regeneration. For example, WE-associated fibroblasts support skin neogenesis, while proliferating interstitial fibroblasts drive WE expansion during regenerating tail elongation. Future work will further explore crosstalk between fibroblasts and epidermal cells during lizard tail regrowth.

ZA treatment was used to investigate the role of osteoclast activity during lizard tail regeneration, and we describe several negative effects of osteoclast inhibition on regeneration. Treatment with ZA prevented blastema formation, as well as severely stunted lizard tail regrowth. Interestingly, osteoblast inhibition caused dysregulation in both fibroblast and epidermal compartments. ZA treatment caused reductions in blastema fibroblast and WE cell proliferation, leading to smaller blastemas and thinner WE. Furthermore, ZA treatment affected proliferation within specific regions of regenerating lizard tails, suggesting spatial dependencies of osteoclast signaling. For example, ZA treatment caused reductions in proliferative *krt5*^+^ epidermal cells within the deepest WE layers in contact with blastema fibroblasts [Figure 2]. In urodele and Xenopus tail blastema models, nervous tissue from spinal cords connects with WE to generate signaling centers that stimulate migration of regeneration-competent cells to blastemas [29,30]. Something similar might be happening in regenerating lizard tails, in which WE maturation and thickening are inhibited due to loss of osteoclast activity, resulting in the disappearance of signaling centers, diminished proliferative capacities, and failures to regenerate.

Comparing gene expression profiles of *col3a1^+^* blastema fibroblasts isolated from amputated tails of ZA-treated versus control lizards provided additional insights into the roles of osteoclast activity in supporting blastema formation and regeneration. Specifically, we showed that osteoclast signaling promoted a pro-regenerative phenotype among tail fibroblasts, marked by the expression of anabolic ECM genes such as *col9a2*, *col11a2*, and *col2a1*. 

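*col11a2* (chromosome 2, 1041557 to 1157707) had 113250, 8705 and 22557 normalized counts in PBS A, B and C and 3763, 484 and 432 in ZA A, B and C. The log2 fold change was -4.95 (standard error 1.17, adjusted p = 0.537 from edgeR's quasi-likelihood test) and -4.93 in the paired fit (adjusted p = 0.000695, in a range of 0.000695 to 0.9999 over the alternatives). With each library left out in turn it lay between -6.72, without ZA A, and -3.31, without PBS A.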

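With ZA, *mmp9* had 703 ± 6.73 normalized counts, against 177 ± 102 with PBS (SD, n = 3 each). The log2 fold change was 1.99 (standard error 0.44, adjusted p = 0.440 from edgeR's quasi-likelihood test and 0.0651 in the paired fit). Every ZA library lay above every PBS library, and chance parts the groups in either direction for 10% of genes. Among other genes of myofibroblasts, chosen after their values were seen, *acta2*, *tagln* and *postn* had log2 fold changes of -0.45, -0.09 and -0.84 with ZA (adjusted p = 0.9985 for each from edgeR).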

Osteoclast inhibition caused these same fibroblast populations to shift toward a fibrotic myofibroblast phenotype marked by catabolic genes such as *mmp9*. Taken together, we hypothesize that lizard osteoclasts also work to create an environment that favors fibroblast proliferation and regenerative matrix deposition over myofibroblast differentiation and scar deposition.

Probe sequencing technology has previously been used in other non-traditional organisms to circumvent the need for traditional antibody or genetic labeling techniques [16]. Here, we validate the technique for use in *A. carolinensis* lizards to isolate and compare fibroblast populations over the time course of tail regrowth and in the presence and absence of osteoclast activity. Probe-based isolation of fibroblast populations was achieved using a commercially available HCR platform. Lizard fibroblast enrichment via HCR probes was validated via PCR, and probe sequencing of HCR-sorted fibroblasts confirmed previously reported expressional trajectories during tail regrowth [7]. This study also utilized probe sequencing to profile the effects of osteoclast inhibition on fibroblast fate determination between blastema fibroblasts versus myofibroblasts. Probe sequencing will be utilized in future investigations into specific molecular interactions among osteoclasts, blastema fibroblasts, and WE cells.

## Figures and Tables

**Figure 1:**
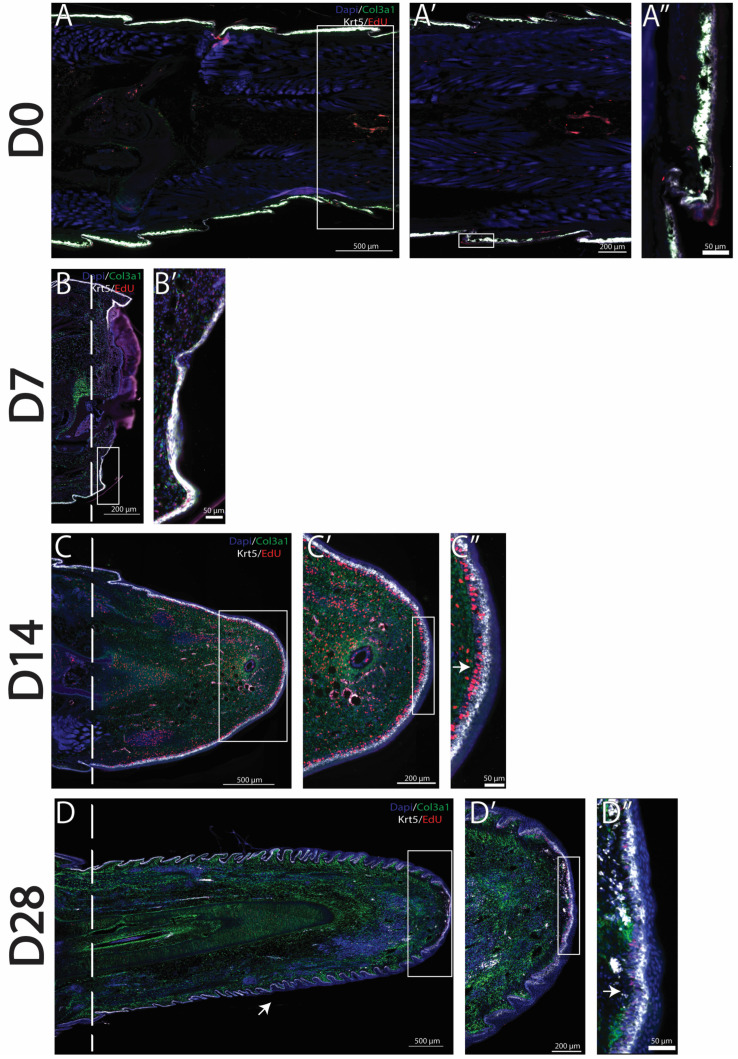
*Col3a1^+^* fibroblasts and *krt5^+^* epidermal cells proliferate to form the blastema and WE. Time course analyses of tail regeneration in green anole lizard (*Anolis carolinensis*), including (**A**) original tail (D0), (**B**) inflammation stage (D7), (**C**) blastema stage (D14), and (**D**) fully regenerated (D28) stages. Zoomed images showing the tail tip of (**A’**) original tail (D0), (**B’**) inflammation stage (D7), (**C’**) blastema stage (D14), and (**D’**) fully regenerated (D28). Sagittal tail sections are presented, and *col3a1^+^* cells are labeled in green, *krt5^+^* cells labeled in white, EdU^+^ proliferating cells labeled in red, and DAPI counterstain shown in blue. Dashed lines mark planes of amputation. White boxes indicate areas enlarged. (**A”**) shows the location of *col3a1^+^ and krt5^+^* cells in the original tail. (**C”**) Arrow marks proliferative WE zone under high-expressing *krt5^+^* cells. (**D**) Arrow marks small, unorganized regenerated scale formation. (**D”**) Arrow marks proliferative cells at distal tail tip. These findings established *col3a1*^+^ fibroblasts and *krt5*^+^ epidermal cells as populations that contribute to the canonical *A. carolinensis* regenerative process through the formation of blastema and WE.

**Figure 2:**
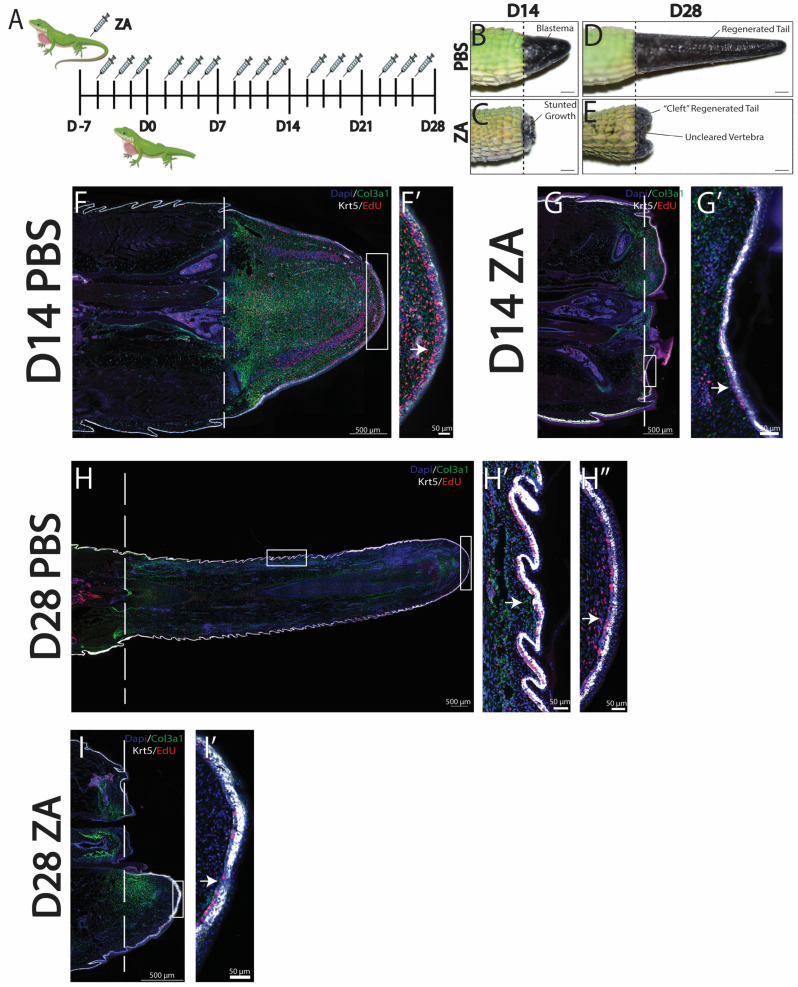
Inhibition of osteoclast activity with zoledronic acid (ZA) treatment inhibits blastema and WE formation. (**A**) Injection scheme of ZA administered 3 times a week starting 7 days prior to amputation and continuing through to D28. (**B**–**E**) Gross morphology of representative tails collected at D14 and D28 from (**B**,**C**) PBS vehicle control or (**D**,**E**) ZA. (**D**) At D14, ZA treatment caused loss of tail blastema formation and stunted regrowth. (**E**) At D28, ZA-treated tails exhibited uncleared vertebra and cleft outgrowths. (**F**–**I**) Histological analyses of representative sagittal tail sections collected at D14 and D28 from lizards treated with ZA or vehicle control. *Col3a1^+^* fibroblasts are shown in green, *krt5^+^* epidermal cells in white, EdU^+^ in red, and DAPI counterstain in blue. Dashed lines mark planes of amputation. White boxes indicate areas enlarged. (**F**,**F′**) Tails collected at D14 from control lizards exhibited *col3a1^+^* blastemas surrounded by thick bands of proliferating *krt5^+^* WE, indicated by a white arrow. (**G**,**G′**) Tails collected at D14 from ZA-treated lizards exhibited reduced *col3a1^+^* fibroblast populations and thin *krt5^+^* WE with strong reductions in proliferative signals, indicated by arrows. (**H**,**H′**,**H″**) Tails collected at D28 from control lizards exhibited expansions of *col3a1^+^* fibroblasts and patterned *krt5^+^* epidermis undergoing skin neogenesis, with high levels of proliferation (**H′**) under scales (**H″**) and at the distal tip, indicated by arrows. (**I**,**I′**) Tails collected at D28 from ZA-treated lizards exhibited *col3a1^+^* fibroblasts and *krt5^+^* WE with reduced proliferation, indicated by arrows.

**Figure 3:**
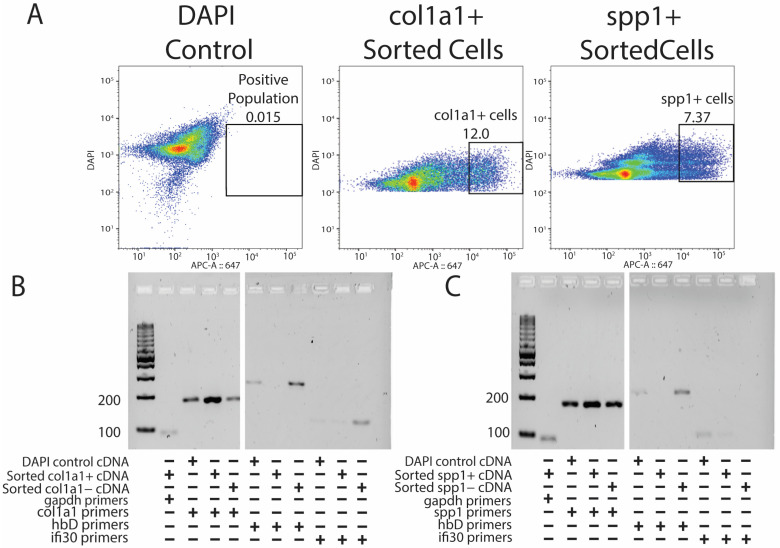
Probe sequencing allows for the enrichment of pure fibroblast populations without erythrocyte and immune cell contamination. (**A**) DAPI control (left), HCR-sorted *col1a1^+^* (middle), and HCR-sorted *spp1^+^* (right) FACS results indicating the percentage of positive cells collected. (**B**) PCR results showing the presence of *col1a1^+^* gene expression amplified from HCR-sorted *col1a1^+^* cells without *hbD and ifi30* expression. (**C**) PCR results showing the presence of *spp1^+^* gene expression from *spp1^+^* HCR-sorted populations without *hbD and ifi30* expression.

**Figure 4:**
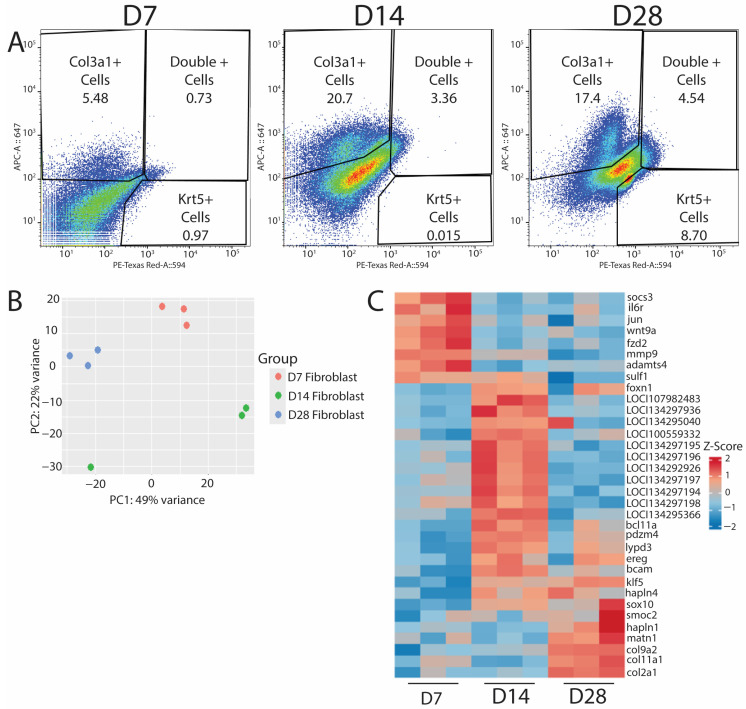
Probe sequencing of fibroblast populations over time in regenerating lizard tails exhibit transitions from immune response to matrix establishment. (**A**) D7 (left), D14 (middle), and D28 (right) FACS results indicating the percentage of *col3a1^+^* fibroblasts, *krt5^+^* epidermal cells, or double-positive cells collected for bulk RNA-seq analysis. (**B**) PCA plot of D7, D14, and D28 populations from bulk RNA-seq analysis. (**C**) Heatmap of top differentially expressed genes for D7, D14, and D28. D7 shows an upregulation of immune response genes. D14 shows an upregulation of proliferative pathways. D28 shows an increase in matrix building- and chondrogenic-associated genes.

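Of 26 inflammatory genes listed beforehand, 19 were tested and 13 were higher at D7, with a median log2 fold change of 0.29 (adjusted p = 0.0262 from camera and 0.0721 from fry). Without D28 A the adjusted p was 0.0807 from camera, in a range of 0.00808 to 0.35 over the alternatives. Over all genes tested 3 were higher with an adjusted p under 0.05, and adjusted over the list alone 6 were higher and 1 was lower. Of 22 genes of matrix reorganization, 15 were tested and 13 were higher at D7 (median log2 fold change 1.00, adjusted p = 3.06e-09 from camera and 0.00276 from fry), 8 of them when adjusted over the list alone.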

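Of 26 proliferation genes listed beforehand, 24 were tested. At D14 14 were higher, with a median log2 fold change of 0.17 (adjusted p = 0.756 from camera), and 0 passed when adjusted over the list alone, with 0 higher at an unadjusted p under 0.05. All 24 were higher at D7 (median 0.89, adjusted p = 6.40e-06 from camera), and 22 were lower at D28 (median -0.96, adjusted p = 1.76e-08 from camera).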

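Of the 21 cartilage genes tested, 20 were higher at D28, with a median log2 fold change of 2.24 (adjusted p = 9.49e-28 from camera and 0.00635 from fry). Over all genes tested 14 had an adjusted p under 0.05, and adjusted over the list alone 17 did. The paper names 6 genes of this list.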

**Figure 5:**
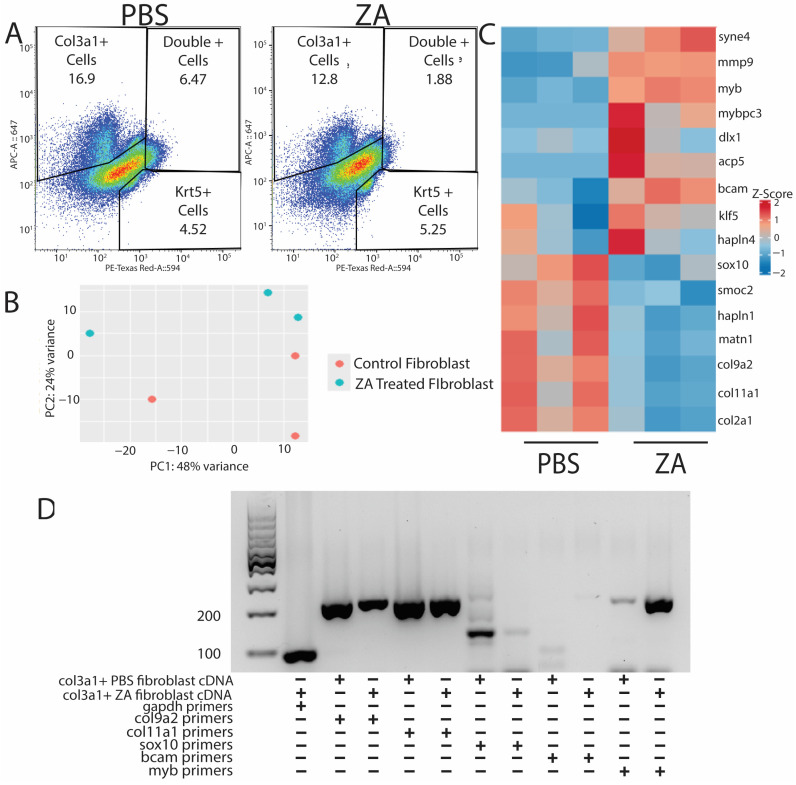
Probe sequencing of fibroblast populations from osteoclast-inhibited tails exhibits downregulation of ECM-associated genes and stimulation of genes associated with fibrotic scaring. (**A**) PBS (left) and ZA (right) *col3a1^+^* and *krt5^+^* cell populations collected via FACS from D21 tails. (**B**) PCA plot of PBS- and ZA-treated fibroblast populations from bulk RNA-seq analysis. (**C**) Heatmap of top differentially expressed genes from HCR-sorted *col3a1^+^* fibroblasts collected from lizards treated with PBS or zoledronic acid. Matrix-associated genes are highly dysregulated under osteoclast inhibition, while fibrotic scar markers are upregulated. (**D**) PCR showing expression of *col9a2*, *col11a1*, *sox10*, *bcam*, and *myb* in *col3a1^+^* fibroblasts collected at D21 from PBS- and ZA-treated lizards.

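In the libraries, *bcam* had 1179 ± 255 normalized counts with ZA and 526 ± 160.3 with PBS (SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.37, adjusted p = 0.863 from edgeR's quasi-likelihood test and 0.187 in the paired fit). *col11a1* had 5229 ± 1765 normalized counts with ZA and 30170 ± 16138 with PBS, a log2 fold change of -2.53 (standard error 0.56, adjusted p = 0.462 from edgeR and 0.0195 in the paired fit).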

**Figure 6:**
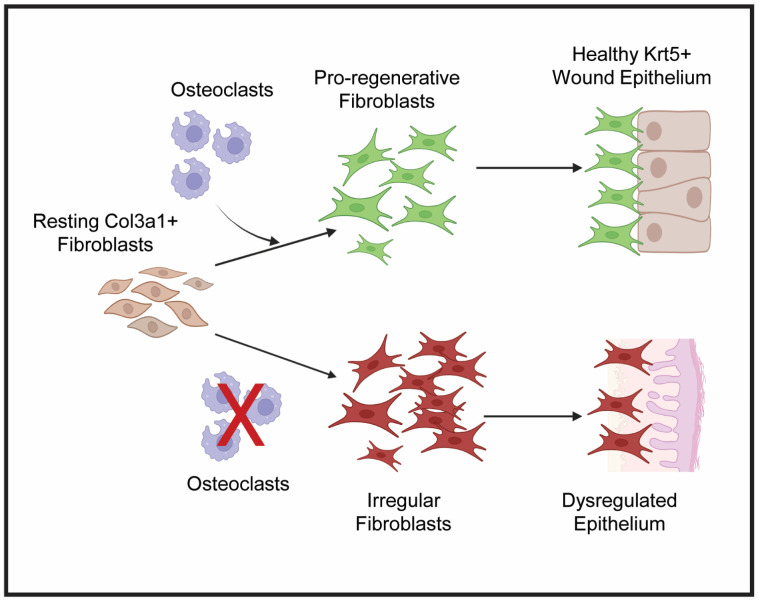
Proposed hypothesis for osteoclast-regulated crosstalk between lizard tail blastema fibroblasts and WE. Under normal conditions, osteoclast activity stimulates resting *col3a1^+^* fibroblasts to proliferate and expand to form the blastema. These pro-regenerative fibroblasts communicate with *krt5^+^* epidermal cells to form healthy, thick WE. When osteoclast activity is inhibited, symbolized by the red X, fibroblasts become irregular and fail to proliferate and establish pro-regenerative ECM. Failed fibroblast expansion and matrix establishment leads to stimulation of fibrotic genes and reduced proliferative capabilities of dysregulated WE. Created by Bio Render version 201.

## Data Availability

All sequencing data have been submitted to the NCBI Gene Expression Omnibus under GSE292905. All data will be made available upon request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jdb13020015/s1, Figure S1: Zoledronic acid (ZA) treatment prevents vertebral ablation and blastema formation. Tails were collected at D7 from (**A**–**C**) control lizards treated with PBS or (**D**–**F**) lizards treated with ZA and analyzed by (**A**,**D**) gross morphology, (**B**,**E**) u-CT 3D rendering, and (**C**,**F**) u-CT sagittal section. Arrow heads mark vertebral ablation; Table S1: PCR primers used for work with green anole (*Anolis Carolinensis*) cDNA.

# Supplementary material for: Probe Sequencing Analysis of Regenerating Lizard Tails Indicates Crosstalk Among Osteoclasts, Epidermal Cells, and Fibroblasts
**Source:** J Dev Biol. 2025 May 3;13(2):15. doi: 10.3390/jdb13020015
**Supplement:** Supplementary file 1

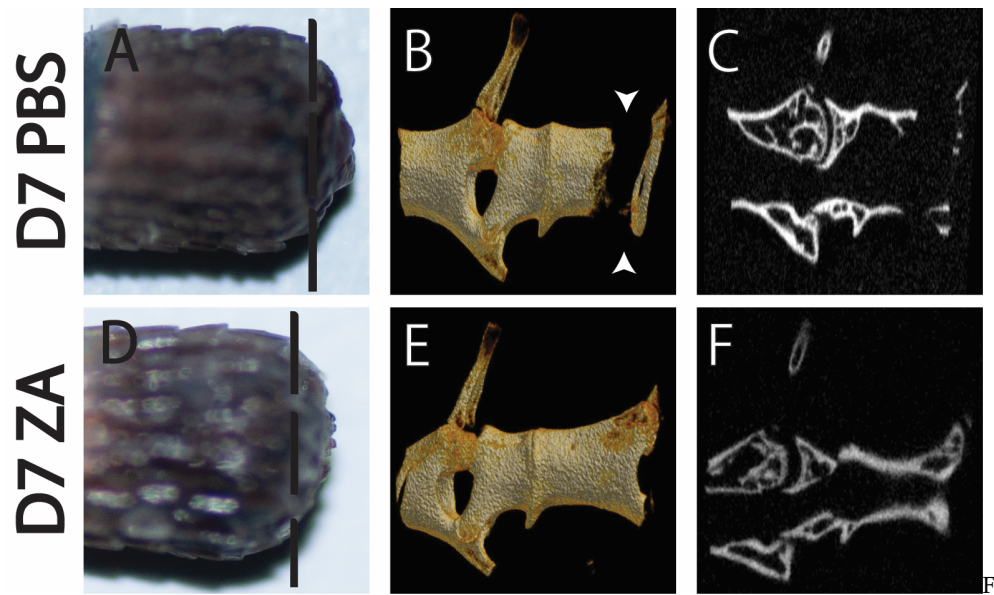

**Supplemental Figure S1.** Zoledronic acid (ZA) treatment prevents vertebral ablation and blastema formation. Tails were collected at D7 from (A–C) control lizards treated with PBS or (D–F) lizards treated with ZA and analyzed by (A,D) gross morphology, (B,E) u-CT 3D rendering, and (C,F) u-CT sagittal section.

**Supplemental Table S1.** PCR primers used for work with green anole (*Anolis Carolinensis*) cDNA.

| Gene Name | Forward Primer       | Reverse Primer        |
|-----------|----------------------|-----------------------|
| Gapdh     | CCATGTTTGTGATGGGTGTC | CTTCTGTGTGGCTGTGATGG  |
| Col1a1    | CTGCTGGCAAGAATGGAGAC | GGACCTTGTTACCAGGAGA   |
| Spp1      | AACCGGGAATCTGTCACCAT | GGCTATTACATGCTCACGG   |
| Hbd       | TCAAGCTGCTGATCAAGTGC | CGAATGCTGGGAAGGGAAAA  |
| Ifi30     | AGTGCAGTTCCAGCCAGTAT | AAAATAGGCGCGACATGTCC  |
| Col11a1   | CTGTTGGCTTTCCTGGTGAC | TTTTCGCCTTGCCTTCCTTC  |
| Col9a2    | GTTAGCCGTGAGTGCCAAAA | CTCCCTGCACTCCTTTCTCA  |
| Sox10     | TGACAACCAGAGACATCCCC | CAGGGTGGAGATAGAGCAGG  |
| Bcam      | AAATGTTCCATTGCGCCACT | GCCAGGTCTCTTCCAACCTCT |
| Myb       | CACACAAGAGGCTGGGAAAC | CTGGAGTGTGAGCAAAACCC  |

How the deposited data were processed for this re-analysis (not part of the article)

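Cells positive for *col3a1* were sorted by the authors from regenerating tails of *Anolis carolinensis*, and their RNA was sequenced. The data comprised 15 libraries, 3 each at D7, D14 and D28 and 3 each after PBS and ZA at D21. Conditions and replicate letters follow the titles of the libraries.

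The authors aligned reads to rAnoCar3.1.pri with STAR 2.7.6a and deposited a count per gene for each library. The deposited values were whole numbers and were treated as counts although they were named as normalized. Library totals differed and the low values showed no step or gap of a scaling, but an adjustment of single genes could not be excluded. The paper's text does not name the tool, the strand setting or the treatment of duplicate reads used for counting, so that overlapping genes and near-identical gene copies are uncertain. By symbol, 26339 genes were matched to the RefSeq annotation, which gave coordinates and kinds of gene, and 184 were not. A total of 423 genes had a count of 0 in every library.

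Totals per library ranged from 4237978 to 12699682. A count of 0 was read as up to 3 counts. Where a group had 1 to 3 counts, an exact 95% interval of the ratio of summed counts scaled by library size was computed.

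Before the data were examined, limma on log2 values had been planned as the test and edgeR as an alternative, since normalized values were awaited. Because the values were counts, edgeR 4.0.16 was used for the main values and limma 3.58.1 as an alternative. Counts were normalized by TMM. Genes with at least 10 counts in at least 3 libraries were tested by the quasi-likelihood test without further covariates, with Benjamini-Hochberg adjustment over all genes tested. In the time course each timepoint was compared with the mean of the other two, because the methods do not name the contrast. Standard errors are the size of the log2 fold change divided by the root of the F statistic. A call required an adjusted p under 0.05 and an absolute log2 fold change over 2. DESeq2 1.42.0, another version of the tool of the methods, was run as an alternative. R 4.3.3 was used for the tests, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9.

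The genes named are those that the paper's text or heatmaps name and, per comparison, the 3 with the largest rise and the 3 with the largest fall among called genes with an annotated symbol whose libraries did not overlap between groups. Any other gene is marked where it is named. The 12 gene lists, written before the data were examined, cover inflammation, matrix reorganization, proliferation, cartilage, fibrosis and myofibroblasts, epidermis, Schwann and pigment cells, osteoclasts, macrophages, erythrocytes, endothelium and skeletal muscle. They were tested with camera at a preset correlation of 0.01 with adjustment over 48 tests, and again with fry and with an estimated correlation. Shares of LOC genes were compared by Fisher's exact test.

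After group means were removed, PBS and ZA libraries of the same letter correlated across genes at 0.21 for A, 0.17 for B and 0.13 for C, so that a paired fit with the letter as a block was run beside the main one.

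The alternatives chosen before the data were examined were the replicate block, DESeq2, limma with pseudocounts of 0.5, 1 and 5, limma without the trend and with quantile normalization, no filter, a mean count of at least 50, the adjusted p alone, single timepoints as the reference, each library left out in turn, PBS A and ZA A left out, and the treatment entries of the sample records read as written. DESeq2's size factors within edgeR and limma's voom with library weights were added after the data were seen. Between TMM in edgeR and limma, the median log2 fold change over all genes moved from 0.10 to -0.09 at D28 and from 0.03 to 0.20 at D14. The share of calls that were higher at D28 was 71.4% with TMM, 48.1% with limma and 53.5% with quantile normalization.

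The fits were tested on simulated counts in which genes were changed by a log2 fold change of 4. For D28, 168 of 200 changed genes were recovered with 5 false calls among 20504 genes. For ZA, 163 of 190 were recovered with 12 false calls among 17969 genes. Changed genes that did not pass the count filter were left out. Only genes above a low mean count were changed. Libraries were drawn independently, with no library apart and no pairing, so the shares recovered do not give the power in the real libraries. Images, FACS and PCR of the study were not analysed here.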

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

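The tests of this part were chosen only after the result was seen. In the time course, 4 of the genes with symbols beginning with li-ac, *li-ac-13*, *li-ac-14*, *li-ac-17* and *li-ac-27*, were called higher at D28, a signal in genes outside those the paper discusses. They were picked out after their values were seen. Of 10 such genes listed, 8 were tested and all 8 were higher at D28, with a median log2 fold change of 4.79. Higher here is against the mean of D7 and D14, and not all 8 rose from D14. *li-ac-37* had 7628, 11477 and 6750 counts at D14 and 183, 2569 and 3853 at D28, and *li-ac-35* had 2885, 3254 and 1831 and 55, 1910 and 3144. Neither was called at D28 (log2 fold changes 0.93 and 1.59). The adjusted p of the called genes was 0.0424, 0.0440, 0.0105 and 0.0477 from edgeR. The counts were high in D28 B and D28 C and not in D28 A, where *li-ac-17* had 14 counts, against 1080 in D28 B and 2415 in D28 C. Without D28 A 6 of the genes were called, without D28 C 0, without D14 A or D14 B 2, and without any 1 of the other libraries 1. The median log2 fold change stayed between 4.52 and 5.80 in these fits.

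A larger share at D28 than at D14 of epidermal cells that express the listed genes would raise the epidermis list with the li-ac genes. The tables argue against it. The list cannot tell whether epidermal cells that express few of its genes were more frequent at D28. In D28 B and D28 C the median log2 level of the li-ac genes stood 5.69 and 6.57 above the mean of D14, and that of the epidermis list stood at 0.12 and -0.49, where the D14 libraries reached 0.19 and D28 A -2.13. A first test, camera on the list at D28 against D14 alone (12 of 17 genes lower, adjusted p = 0.00317 from camera and 0.306 from fry over the 4 list tests chosen after the results), was replaced. Reads shared between near-identical copies would make the counts of the genes within a library nearly the same. Their variance over mean was 263, far above 1, but the genes were picked for their rise and the value does not decide. A change in the cells at D28 also stays open and was not tested.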

How the results depend on the processing

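DESeq2's size factors and voom with library weights were tests chosen only after the data were seen, and none of the named genes called reversed its direction under the alternatives run for it. No list that passed did so in the other direction under an alternative. For other called genes the direction was not compared. Among named genes that were not called, the sign of the change differed between alternatives for *col3a1* at D7, *egfr* and *klf5* at D14, and *acp5* and *hapln4* with ZA. The share of LOC genes among the genes higher at D14 and the D28, D7 and D14 gene sets tested with ZA kept their direction and their side of the threshold under each alternative run for them, and so did the proliferation list at D14, which passed under none of its alternatives. The causes of the changes below were not tested.

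With the adjusted p alone, 1199 genes were higher and 876 lower at D7, 116 lower at D14, and 353 higher and 218 lower at D28. The share of LOC genes at D7 was then 24.6%, which passed the test as lower than among genes tested. With a mean count of at least 50, which tests fewer genes, 121 genes were higher at D7 and 2 with ZA, and the share of LOC genes at D28 was 40.5%. With DESeq2, 1182 genes were lower at D7, 247 higher and 91 lower at D14, 480 and 254 at D28, and 24 and 34 with ZA. With voom with library weights, 306 were higher and 848 lower at D7, 1055 and 96 at D14, 446 higher at D28, and 0 higher and 25 lower with ZA.

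In the time course, libraries of one letter only share a letter, with correlations of residuals between -0.11 and 0.11. The paper's text does not say whether PBS and ZA libraries of one letter shared more than a letter. With the replicate block, 335 genes were lower at D7, 81 higher and 52 lower at D28, and in the treatment experiment 5 higher and 24 lower with ZA.

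Against D7 alone 361 genes were higher and 148 lower at D14, and 596 and 314 at D28. Against D28 alone 314 were higher at D7, and 64 higher and 96 lower at D14. Against D14 alone 96 were higher at D28. In limma, a pseudocount of 5 gave 167 genes higher at D14, 136 higher and 132 lower at D28 and 13 lower with ZA. Without the trend there were 174 higher at D14, 105 higher and 148 lower at D28, and 6 higher and 0 lower with ZA. Quantile normalization gave 88 lower at D14 and 147 lower at D28. A pseudocount of 1 gave 103 and one of 0.5 gave 92 higher at D28, and with 0.5 0 genes were higher with ZA. Without a filter 4 were higher and 20 lower with ZA. With PBS A and ZA A left out 0 were lower with ZA, and with the treatment entries read as written 0 were higher and 0 lower. At an unadjusted p under 0.05 these fits held 1492 and 668 genes, limma without the trend 970, limma with a pseudocount of 0.5 944 and voom with library weights 1627.

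Across the 9 fits that each left out one library, from 74 to 402 genes were higher and from 81 to 1028 lower at D7, from 31 to 443 higher and from 10 to 83 lower at D14, and from 82 to 539 higher and from 34 to 284 lower at D28, and each highest count came without D28 A. Across the 6 fits of the treatment experiment, 0 genes were higher and from 0 to 6 lower, the highest without PBS B, with 383 to 1488 genes at an unadjusted p under 0.05. In the fits without a ZA library, genes near 0 in every PBS library, *syne4* and *myb* among them, could not pass the count filter and so could not be called. The adjusted p of the inflammatory list at D7 ranged from 0.00808 to 0.0807, and the share of LOC genes at D28 from 26.8% to 47.3%.

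With fry, 15 of the 48 list tests passed, the inflammatory list at D7 had an adjusted p of 0.0721 and the fibrotic list with ZA 0.118. With an estimated correlation 0 passed, with adjusted p of 0.35 for the inflammatory list at D7, 0.247 for the fibrotic list with ZA, and 0.0774 for the matrix reorganization list at D7 and the cartilage list at D28 and with ZA. On log2 values with quantile normalization the inflammatory list at D7 had 0.148. PC1 of the time course held 30.5% over all genes that pass the filter, 53.0% with the variance-stabilizing transform and 50.8% with a pseudocount of 5, and PC1 of PBS and ZA held 50.6% with that transform.

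Of the named genes, 11 of 15 changed a call under some alternative at D7 (8 weaker, 3 stronger), 18 of 26 at D14 (11 weaker, 7 stronger), 11 of 14 at D28 (8 weaker, 3 stronger) and 14 of 19 with ZA (4 weaker, 10 stronger). The depth limited *il6*, *dlx1* and *mybpc3*, which passed the count filter in too few libraries of their comparisons to be tested.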

Differences from the paper's values

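PC1 and PC2 held about 49% and 22% of the variance in Fig. 4B, read by eye, and 43.8% and 23.2% here. They held about 48% and 24% in Fig. 5B, read by eye, and 35.3% and 24.7% here. With the variance-stabilizing transform PC1 held 53.0% in the time course and 50.6% for PBS and ZA, so that these differences depend on the transform. The other differences concern genes and directions. DESeq2 and the other alternatives named were chosen before the data were examined, and voom with library weights and DESeq2's size factors in edgeR were tests chosen only after the data were seen.

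The paper states that D7 was raised for *il6*, which had at most 14 counts in any time course library and was not tested, and Fig. 4C gives *il6r* instead. It states that *egfr* was raised at D14. The log2 fold change there was 0.08 and the highest mean was at D28, and none of the settings called it. *foxn1*, given for D14, was not called in the main comparison (adjusted p = 0.171 from edgeR), and was called without D28 A, against D7 alone and with voom with library weights. *sulf1* was under the log2 threshold and passed with the adjusted p alone and against D28 alone. *sox10*, given for D28, had an adjusted p of 0.0571 from edgeR, and was called with a mean count of at least 50, with DESeq2, against D7 alone, without D28 A, without D28 B and with voom with library weights. In Fig. 4C, *klf5* is given for D14, where its log2 fold change was 0.99, and the mean was higher at D28. It was called against D7 alone. *smoc2* at D28 and *ereg* at D14, given in that panel, were not called there by any setting. *jun* and *il6r* at D7 passed with the adjusted p alone, *bcam* at D14 with the adjusted p alone and against D7 alone, *col11a1* at D28 with the adjusted p alone and against D14 alone, and *hapln4* at D14 with voom with library weights. LOC134295040 was called at D14 without D28 A and with voom with library weights, and LOC100559332 with DESeq2, with limma at a pseudocount of 5 and with quantile normalization, without D7 A, without D28 A and with voom with library weights. *pdzm4* is not listed by that symbol. The legend of Fig. 4 gives proliferative pathways for D14, where the proliferation list had a median log2 fold change of 0.17, and the list was higher at D7 (median 0.89).

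The paper states that 1 D14 sample lay apart in the principal components. Here D28 A lay apart under each setting, at 117 from the nearer D28 library in the main setting, 317 with all genes that pass the filter, 50.7 with the variance-stabilizing transform and 75.2 with a pseudocount of 5. The largest distance between D14 libraries was 9.99, 30.5, 10.4 and 12.7 in that order.

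The paper gives *col9a2*, *col2a1* and *sox10* as markers of control tails. All were lower with ZA, and none was called in the main comparison. *col2a1* and *col9a2* were called with DESeq2, with the replicate block, with voom with library weights, without a filter and with limma at pseudocounts of 0.5, 1 and 5 and with quantile normalization. *sox10* was not called with ZA by any setting. Of *col11a1*, *col11a2*, *hapln1*, *matn1* and *smoc2*, DESeq2 called *col11a1*, *hapln1*, *matn1* and *smoc2*, and the replicate block called *col11a1*, *col11a2* and *hapln1*. Without a filter *hapln1* was called, and with voom with library weights *col11a1*, *col11a2* and *hapln1* were. *myb*, given as higher with ZA, had an adjusted p of 0.0591 from edgeR and was called with the replicate block, DESeq2, no filter, a mean count of at least 50 and limma without the trend. *mmp9* and *acp5* were called with DESeq2. *bcam*, *klf5* and *hapln4* were not called with ZA by any setting, and *mybpc3* and *dlx1* were not tested. The paper states that fibrotic scar markers were raised with ZA, from genes of Fig. 5C and PCR. Of the 9 genes it gives as higher, all 7 tested were higher. The fibrotic list holds 1 gene that the paper names, so the 2 sets are unlike. The list had 17 of 20 genes lower, with a median log2 fold change of -0.52 (adjusted p = 3.42e-05 from camera and 0.118 from fry). Adjusted over the list alone, 0 of its genes passed. *col3a1*, the gene probed for sorting, had a log2 fold change of -1.01 (adjusted p = 0.9985 from edgeR).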

Other observations

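The tests of why D28 A, PBS A and ZA A lay apart, of the key of Fig. 4B, of the fibrotic list without PBS A and ZA A, of small nuclear and nucleolar RNA genes and of what LOC genes at D14 rest on were chosen only after the results were seen. Among 100 groupings of the 9 time course libraries, the real one included, 1 gave as many calls as D7 had, 2 gave as many as D14 and 2 gave as many as D28. The other grouping with as many calls in each of the last comparisons, with 673 and 507 calls, put the D7 libraries together. Of the 10 groupings of the PBS and ZA libraries, 1 gave as many calls as the real one, which is the real one itself, and 10 groupings cannot give a share under 0.05. Of the 4 groupings that part all 3 pairs, 1 gave as many, and the others gave 0 calls.

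D28 A lay apart from the other D28 libraries. Few molecules amplified into many reads would leave more genes at 0 and give high counts to rare genes. In D28 A, 8.32% of the genes expected at 30 to 100 counts were at 0, and the median rare-gene count above 0 was 23. In PBS A the median was 11 and the share was 6.98%. The 12 libraries other than D28 A, PBS A and ZA A had shares from 0.037% to 4.43%, with medians of 3 or 4, so that few molecules may explain the counts of D28 A and PBS A. In ZA A the share was 0.62%, within that range, whereas its median rare-gene count of 8 was above the others, so that few molecules stay open there. A lower total does not account for D28 A, whose distance was 108 after all 9 libraries were thinned to its total, against 31.6 at most within D7 or D14. The values also argue against a D7 or D14 sample under a wrong name, since the cartilage list stood 1.52 log2 units above D7 and D14, and in the D7 and D14 libraries it stood from -0.51 to 0.58. A first test, the number of cartilage genes nearer to D28 B and D28 C (12 of 21), had decided nothing and was replaced. No biological explanation was tested, and a difference between batches stays open.

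In Fig. 4B the points matched the libraries better when the colours were read as other timepoints than its key gives, with a mean distance of 4.74 for the best other reading and 27.2 for the key, read by eye. In that best reading the colours of D7, D14 and D28 stood for D14, D28 and D7. The D14 sample that the paper sets apart, most likely for batch effects in its view, would then be a D28 library. A possible explanation is the key of the figure. Exchanged timepoints in the libraries would move the genes of Fig. 4C, of which 32 of 34 had their highest mean at the timepoint the figure gives.

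The epidermis list was higher at D14 (17 of 17 genes, adjusted p = 1.37e-17 from camera over the planned tests). Epidermal cells in the sorted fraction would give this, and expression by fibroblasts stays open. The paper describes the time course cells first as *krt5*-negative and then as *krt5*-positive, so that whether epidermal cells were to be excluded is unclear. The most abundant genes of this list were *dsp*, with means of 24569 normalized counts at D14 and 3664 at D7, and *evpl*, with 7059.7 and 925. At D28 they had means of 19877 and 4108, and the list was also higher there (16 of 17 genes, adjusted p = 0.00245 from camera and 0.342 from fry), so that the rise is mainly against D7. With ZA the list was higher (median log2 fold change 0.68, adjusted p = 3.75e-06 from camera and 0.147 from fry). The Schwann and pigment cell list without *sox10* was higher at D28 (11 of 13 genes, adjusted p = 0.000424 from camera), so that such cells may contribute to *sox10* there, while cartilage cells stay open as well. Of that list *erbb3* and *mpz* were the most abundant at D28, with means of 2058 and 1489, and 2461 and 45.1 at D14, so that *erbb3* did not rise from D14 to D28. The osteoclast list was higher with ZA (median log2 fold change 0.57, adjusted p = 0.00200 from camera and 0.0221 from fry). Without *mmp9* and *acp5*, 6 of 8 genes were higher (adjusted p = 0.158 from camera and 0.0245 from fry), and whether osteoclasts raised these genes cannot be told apart from expression in fibroblasts with so few genes. Its most abundant other genes, *clcn7* and *nfatc1*, had means of 1006 and 959 with ZA and 694 and 1364 with PBS, and other lists hold 2 of its genes. Macrophage genes were higher with ZA (median log2 fold change 0.56, adjusted p = 0.0162 from camera and 0.337 from fry).

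A delay of regeneration with ZA would lower late genes and raise early ones. Genes called higher at D28 were lower with ZA, and without the cartilage list they had a median log2 fold change of -0.51 (adjusted p = 1.40e-09 from camera). Genes called higher at D7 did not move as a set (adjusted p = 0.723 from camera), so that a delay and a loss of late genes alone cannot be told apart. Genes called higher at D14 were higher with ZA (adjusted p = 0.00131 from camera). Across 18864 genes, which are not independent replicates, the Spearman correlation of the D28 and ZA log2 fold changes was -0.034. For the paper's hypothesis of reduced proliferation, the proliferation list had 16 of 23 genes lower with ZA (median log2 fold change -0.16, adjusted p = 0.314 from camera and 0.797 from fry).

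The fibrotic list stayed lower with ZA without PBS A and ZA A (15 of 20 genes, adjusted p = 0.00293 from camera and 0.359 from fry over the list tests chosen after the results), and since fry did not pass with or without them, a part of these libraries in the fall stays open. Other lists with ZA were inflammatory genes (median log2 fold change 0.32, adjusted p = 0.0985 from camera and 0.450 from fry), matrix reorganization (median log2 fold change -0.23, adjusted p = 0.470 from camera and 0.634 from fry), Schwann and pigment cells (median log2 fold change -0.30, adjusted p = 0.0262 from camera and 0.0553 from fry), endothelium (median log2 fold change -0.10, adjusted p = 0.955 from camera and 0.911 from fry), erythrocytes (median log2 fold change -0.53, adjusted p = 0.499 from camera and 0.856 from fry) and skeletal muscle (median log2 fold change 0.10, adjusted p = 0.493 from camera and 0.602 from fry).

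Small nuclear RNA genes were higher at D14 (35 of 51, adjusted p = 1.8e-30 from camera). The counts of the copies given in Fig. 4C varied less within a D14 library than independent counting allows, with a variance over mean of 0.30. At D7 the same 6 copies parted, with a variance over mean of 28.8 and summed counts from 87 to 371. The same reads counted on each copy would not give this at D7, and the genes were chosen for their rise at D14, so that this explanation stays open. More small RNA of every kind at D14 was tested on small nucleolar RNA genes, of which 60 of 114 were higher (adjusted p = 0.0470 from camera and 0.0642 from fry), and genes that go both ways do not decide it. Among the genes called higher at D14, LOC genes were 71.8% without small nuclear RNA genes and 71.4% among genes with a mean count of at least 50, above their share among genes tested each time, so that neither such copies nor low counts account for the share.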
